# Inferring causal metabolic signals that regulate the dynamic TORC1-dependent transcriptome

**DOI:** 10.15252/msb.20145475

**Published:** 2015-04-17

**Authors:** Ana Paula Oliveira, Sotiris Dimopoulos, Alberto Giovanni Busetto, Stefan Christen, Reinhard Dechant, Laura Falter, Morteza Haghir Chehreghani, Szymon Jozefczuk, Christina Ludwig, Florian Rudroff, Juliane Caroline Schulz, Asier González, Alexandre Soulard, Daniele Stracka, Ruedi Aebersold, Joachim M Buhmann, Michael N Hall, Matthias Peter, Uwe Sauer, Jörg Stelling

**Keywords:** causal inference, network motifs, nutrient signaling, target of rapamycin pathway

## Abstract

Cells react to nutritional cues in changing environments via the integrated action of signaling, transcriptional, and metabolic networks. Mechanistic insight into signaling processes is often complicated because ubiquitous feedback loops obscure causal relationships. Consequently, the endogenous inputs of many nutrient signaling pathways remain unknown. Recent advances for system-wide experimental data generation have facilitated the quantification of signaling systems, but the integration of multi-level dynamic data remains challenging. Here, we co-designed dynamic experiments and a probabilistic, model-based method to infer causal relationships between metabolism, signaling, and gene regulation. We analyzed the dynamic regulation of nitrogen metabolism by the target of rapamycin complex 1 (TORC1) pathway in budding yeast. Dynamic transcriptomic, proteomic, and metabolomic measurements along shifts in nitrogen quality yielded a consistent dataset that demonstrated extensive re-wiring of cellular networks during adaptation. Our inference method identified putative downstream targets of TORC1 and putative metabolic inputs of TORC1, including the hypothesized glutamine signal. The work provides a basis for further mechanistic studies of nitrogen metabolism and a general computational framework to study cellular processes.

## Introduction

The comprehensive elucidation of the multi-level, dynamic molecular networks that underlie the processes of living cells requires the generation of dynamic data at different levels of biological organization, the integration of complementary data types, and the incorporation of prior knowledge (Ideker *et al*, 2011; Bar-Joseph *et al*, 2012). Currently large-scale, dynamic experimental datasets are still scarce, but it can be anticipated, based on rapidly advancing technology, that such data will become abundantly available in the near future. Consequently, the primary challenges for the comprehensive analysis of dynamic molecular networks will shift from data generation toward data and knowledge integration. At present, most molecular network analyses consider a single data type such as transcript, protein, or metabolite abundances. This precludes the multi-level, integrated analysis of processes, for example, the interplay between signaling and transcriptional networks. Further, the few studies that have integrated different data types, for example, interacting metabolic and transcriptional networks (Zhu *et al*, 2012), almost always inferred static networks even though the ubiquitous presence of feedback loops suggests that dynamic resolution is required to infer causal relationships between network components (Bar-Joseph *et al*, 2012). Finally, even with prior knowledge integration by static maps (e.g. of transcriptome data onto known transcription factor networks) or by large-scale mathematical models (e.g. representations of metabolic constraints), the inference of causal networks is a largely unsolved problem (Orth & Palsson, 2010; Ideker *et al*, 2011; Bar-Joseph *et al*, 2012).

These limitations particularly affect studies of metabolism (Fernie & Stitt, 2012), because metabolism both integrates external stimuli and generates internal signals that orchestrate cellular adaptation, for example by regulating the activity of kinases (Wilson & Roach, 2002; Dechant & Peter, 2008), transcription factors (Sellick & Reece, 2005), and metabolic enzymes (Link *et al*, 2013) in response to metabolite abundances. For example, the activity of several transcription factors is feedback-regulated via the direct binding of intermediates of metabolic pathways that are under their control (Sellick & Reece, 2005; Pinson *et al*, 2009). Statistical descriptions in most existing dynamic multi-omics studies associate metabolite changes only qualitatively to the consequences of transcriptional and translational regulation of metabolism (Kresnowati *et al*, 2006; Dikicioglu *et al*, 2012). Functional relations between genes and metabolites were recently inferred with Bayesian networks from metabolome, transcriptome, and other datasets (Bradley *et al*, 2009; Zhu *et al*, 2012). However, simple Bayesian networks cannot consider feedback and are therefore unable to describe the exact nature of most metabolic signaling systems. Consequently, despite the frequent observations that nutritional stimuli modulate signaling and transcriptional networks, the exact nature of most metabolic signals is elusive and their identification remains a challenge (Wilson & Roach, 2002; Dechant & Peter, 2008; Watson *et al*, 2013).

To infer causal relationships between potential metabolic signals and the kinases and/or transcription factors they regulate, we co-designed a perturbation matrix for the generation of dynamic multi-omics datasets and a probabilistic, model-based analysis method that systematically incorporates prior knowledge. We focused on nitrogen (N) metabolism of *Saccharomyces cerevisiae* where general and specific mechanisms sense and react to the quality of the available N-source (Magasanik & Kaiser, 2002; Ljungdahl & Daignan-Fornier, 2012). Cellular responses to N-source quality are tightly regulated via the TOR kinase complexes (Crespo *et al*, 2002; Loewith & Hall, 2011), and their downstream effects are relatively well studied (Rohde *et al*, 2008; Loewith & Hall, 2011). For example, yeast uses glutamine preferentially over the alternative N-source proline, partly by nitrogen catabolite repression (NCR) of proline utilization (Hofman-Bang, 1999; Magasanik & Kaiser, 2002). The response to rapamycin-induced inhibition of the TOR complex 1 (TORC1) resembles the response to less-preferred N-sources (Smets *et al*, 2010; Loewith & Hall, 2011), namely inhibition of ribosomal biogenesis and induction of autophagy, pseudohyphal growth, and NCR-controlled pathways. At the molecular level, TORC1 is known to directly target the kinase Sch9 and the protein phosphatase 2A complex (PP2Ac) and to modulate the phosphorylation state of several other kinases and transcription factors (Smets *et al*, 2010; Loewith & Hall, 2011). Conversely, while intracellular glutamine and leucine concentrations have been suggested as upstream endogenous signal(s) to TORC1, the exact mechanisms are unclear (Crespo *et al*, 2002; Gaubitz & Loewith, 2012). Here, we performed dynamic multi-level omics measurements of yeast cells perturbed by the modulation of the quality of the N-source and by chemical inhibition of TORC1. Our metabolome, transcriptome, and TOR-related sub-proteome data captured the dynamics of the underlying regulation mechanisms, and our probabilistic, model-based inference method identified putative metabolic signals up- and downstream of TORC1, including the suggested glutamine signal, and novel, enzymatic targets of TORC1 signaling.

## Results

### A comprehensive and consistent dataset for dynamic shifts between nitrogen sources

To elucidate the dynamic interplay between the signaling, transcriptional, and metabolic networks controlling the cellular response to the quality of the external N-source, we subjected *S. cerevisiae* YSBN6 wild-type cells (Canelas *et al*, 2010) to nutritional upshift and downshifts that were each done as fully independent biological triplicate experiments. Dynamic shifts in well-controlled bioreactor batch cultures with glucose minimal medium were induced by adding glutamine to yeast growing exponentially on the poor N-source proline (upshift) or by glutamine depletion in yeast growing on glutamine plus proline (downshift) (Fig1A, Supplementary Tables S1 and S2). In the upshift, proline was nearly depleted at the time of the shift, but it still sustained exponential growth, and added glutamine was almost immediately taken up. In the downshift, exponentially growing cells exclusively consumed glutamine until its complete depletion, as expected from NCR (Hofman-Bang, 1999; Magasanik & Kaiser, 2002). Additionally, we induced a downshift chemically by adding rapamycin to a culture growing exponentially on glutamine as the sole N-source, thereby bypassing the natural nitrogen quality signal by inhibiting TORC1 directly (Loewith & Hall, 2011) (Fig1A). 

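In the N-downshift, RNA was taken from 3 independent bioreactor cultures of YSBN6 that grew on glucose with both glutamine and proline, and time is counted from the point at which glutamine was no longer detected in the medium. Each sample was hybridized as biotin-labeled cRNA to its own Affymetrix Yeast Genome 2.0 array, on which a probe set of short oligonucleotides measures the abundance of a transcript. All 3 cultures were sampled at −10, 7 and 24 min. One of them, called replicate 1 here, was sampled at −5, 3, 10, 14, 56 and 120 min as well, with 1 array per time, so that 15 arrays were used. The paper and the sample labels place the first sample at −10 min, whereas Supplementary Table S1 gives actual times of −16.2, −20 and −15 min for replicates 1, 2 and 3, and a comment in the study's code gives −15 min. The second sample of replicate 1 is at −5 min in the labels and at −2.5 min in that comment. The times given in the paper are used here. The labels also describe RNA labeling with a cDNA synthesis kit and a separate in vitro transcription kit, where the Materials and Methods name a single 3′ expression kit. The authors corrected the background with RMA, used the perfect-match probes only, normalized all 15 arrays together with QSPLINE and summarized each probe set by the Li-Wong method as 1 intensity on a linear scale. The summed intensity per array was 23040711 to 23323727 at −10 min (median 23085663), 22691203 to 23265907 at 7 min (median 23037714) and 23308293 to 23775000 at 24 min (median 23589020). The highest sum, 24045522, was that of the 56 min array, and the number of arrays limits the precision. From these intensities, log2 values were fitted with limma as 1 mean per sampled time, without a further normalization, and each gene's spread was moderated by its trend with intensity. The spread comes from the times with 3 cultures (6 residual degrees of freedom), and a time with 1 array is assumed to vary in the same way. A transcript was called changed at an adjusted p under 0.05 after Benjamini-Hochberg adjustment over all named transcripts. Shifts of 40 gene lists were tested with camera, which sets the members of a list against all other genes at a preset correlation between genes of 0.01. Because the members of a list can be correlated more strongly, each list was tested with an estimated correlation too, and no list passed at 7 or 24 min in that form. Other choices that could change the numbers were a block for the culture, another normalization and a filter on dim probe sets.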

Expectedly, TORC1 activity increased rapidly during the upshift and decreased during both downshifts, as measured by the phosphorylation status of Sch9 (Urban *et al*, 2007; Loewith & Hall, 2011) (Supplementary Fig S1, Supplementary Table S3). Likewise, cell volume and percentage of cells in the G1 phase of the cell cycle matched the expectations (Loewith *et al*, 2002) (Supplementary Fig S2, Supplementary Table S4).

**Figure 1:**
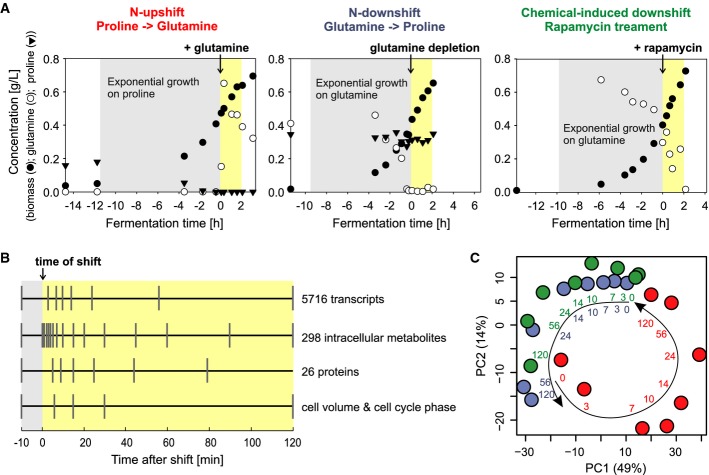
Experimental design and data consistency

Biomass evolution (filled circles) and extracellular concentrations of glutamine (open circles) and proline (triangles) for the three dynamic shifts. Fermentation time is scaled relative to the time of shift. Grey areas mark the exponential growth phase prior to the shift. Yellow areas mark the 2 h following the shifts during which samples were taken. The maximum specific rates of steady-state growth on proline and glutamine plus proline were 0.20 ± 0.03/h (*N* = 3, SD) and 0.36 ± 0.01/h (*N* = 6, SD), respectively. See also Supplementary Tables S1 and S2.

Sampling times for the different measurements relative to the time of shift, taken in independent biological triplicates. The sample −10 min represents the steady-state cellular status preceding the shifts and is henceforth referred to as time 0. 

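Between −10 and −5 min of the N-downshift, only AGP1, which encodes an amino acid permease of broad specificity, passed the test among 5498 transcripts. Its log2 change was −1.20 (SE 0.14, adjusted p = 0.0159 from limma, 1 array against 3), and at 3 min it stood at −1.87 (adjusted p = 0.000142). With the culture as a block in limma, 0 transcripts passed at −5 min, while 584 had an unadjusted p under 0.05 without the block. No member of the ribosome biogenesis list (0 of 113) or of the trehalose and glycogen list (0 of 17) passed singly at −5 min. Their median log2 changes were −0.12 and 0.22 (the latter 0.19 with GAC1 raised to a background level of 68.1 in intensity), and as lists they passed camera (adjusted p = 2.15e-05 and 4.48e-09), with adjusted p = 0.862 and 0.61 with an estimated correlation. The 21 genes of the TCA cycle had a median of 0.10 (adjusted p = 5.47e-07 from camera, and adjusted p = 0.61 with an estimated correlation). Across the 5498 genes, which are not independent replicates, the change from −10 to −5 min in replicate 1 had a Pearson's correlation of 0.346 with the change from −10 to 24 min in the other two cultures. These list tests at −5 min were chosen after the values had been seen.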

See also Supplementary Tables S4, S5, S6 and S7.

Scores plot of the first two principal components (PC1, 2; variance captured by each component in parentheses; PC3 explains 10% of the variance) for the transcripts of the 909 metabolic genes from all time point samples across the three shift experiments (red: N-upshift; blue: N-downshift; green: rapamycin-induced downshift; numbers near arrows: minutes after shift). For transcript data, see Supplementary Table S5.

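Among the transcripts measured in the N-downshift, those of the 128 ribosomal protein genes had a median intensity of 19048 at −10 min and those of 113 ribosome biogenesis genes one of 3947. The amino acid permease gene AGP1 (YCL025C) stood at 6404 ± 846 (SD, n = 3 cultures) and GAC1 (YOR178C), which encodes a regulatory subunit of a protein phosphatase, at 50.0 ± 8.91 (SD, n = 3). Of the 10928 probe sets on the array, the platform's annotation names 1 S. cerevisiae gene for 5498, which cover 5449 genes. It gives a gene of another organism for 1746 probe sets and several genes for 1, and it does not list the other 3683. A level of 6.09 on the log2 scale, the 95th percentile of the probe sets for the other organism, served as a measure of background, and 125 of the 5498 lay at or below it against a median of 11.21 over all of them. More than 1 probe set exists for 47 genes, which have 49 further ones. Of these 49, 9 differed from the gene's first probe set in whether they passed the test at 24 min, and 0 passed in the opposite direction. Transcripts of DUR1,2, ARG5,6 and ADE5,7 are among those not analysed here.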

To capture the regulatory events triggering or reflecting cellular adaptation to the shifts, we quantified the intracellular abundances of 5,716 transcripts by expression array analysis, 20 TOR-related signaling proteins and six enzymes of glutamine–glutamate metabolism by targeted proteomics (Picotti *et al*, 2013), and 42 metabolites by targeted LC-MS/MS (Buescher *et al*, 2010) (Supplementary Tables S5, S6 and S7). A further 256 metabolites were analyzed by untargeted semi-quantitative flow injection time-of-flight MS (Fuhrer *et al*, 2011) (Supplementary Table S7). To minimize biological variability, all samples for the different omics analyses were withdrawn from one bioreactor culture in three independent biological replicates, at a temporal coverage adapted to the expected dynamics of metabolite, transcript, and protein responses (Buescher *et al*, 2012) (Fig1B). Since all 20 TOR-related signaling proteins showed constant abundances during the shifts (Supplementary Fig S3), we assessed the consequences of signaling at the metabolic and transcription level.

Altogether, 3,203, 1,585, and 2,104 transcript abundances changed by more than two-fold (maximum observed fold-change across the time course) in the upshift, the nutritional, and the rapamycin-induced downshift, respectively. 

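In the complete time series of replicate 1, 1378 of 5498 transcripts (25.1%) differed by more than 2-fold from the −10 min array in at least 1 sample from 3 to 120 min, and the largest change was a rise for 695 and a fall for 683. The set held 111 of 113 ribosome biogenesis genes, 103 of 128 ribosomal protein genes and 18 of 19 genes for subunits of RNA polymerases I and III. It also held 26 of 30 stress-response genes controlled by Msn2 and Msn4, 15 of 17 genes of trehalose and glycogen metabolism and 9 of 10 genes for the catabolism of proline, arginine and GABA. By contrast, 15 of 46 amino acid biosynthesis genes controlled by Gcn4 and 5 of 20 glycolysis genes were in it. PDC6 (YGR087C), which encodes a minor pyruvate decarboxylase, reached a log2 change of 5.25 in this series. The fold exceeded 4 for 463 transcripts and 8 for 211. More than 2-fold changes numbered 6 at 3 min, 156 at 7 min, 434 at 10 min, 724 at 14 min, 966 at 24 min, 1178 at 56 min and 1086 at 120 min. The largest change of a transcript fell most often at 24 min (469 transcripts) and 56 min (442), followed by 120 min (342). Against the same limit, 4 transcripts differed between the −5 and −10 min arrays of this culture, and 2 and 1 between its −10 min array and those of the other two cultures. The 3 cultures gave 156, 28 and 98 transcripts at 7 min and 966, 924 and 964 at 24 min, with 21 and 828 over the limit in 1 direction in all 3 cultures. These counts have no test, since the later times come from 1 culture. Counting also 79 probe sets that are named only in Supplementary Table S5, chosen after the data had been seen, would add 23 transcripts.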

We tested the consistency of our dataset across experiments by principal component analysis of transcript dynamics for the 909 metabolic enzymes (Herrgard *et al*, 2008). The first two principal components, which capture ∼60% of the variance, indicated that the cellular states at the start and end points of up- and downshifts were in close vicinity (Fig1C; see Supplementary Fig S4 for all genes). Also, transcript responses of the nutritional and rapamycin-induced downshifts followed each other closely, confirming that rapamycin addition mimics a nitrogen downshift to proline. We conclude that our dynamic shift experiments were complementary and consistent and therefore suitable to address two specific questions: (i) what is the extent of global rewiring of yeast metabolism, and (ii) how are metabolic signals related to TORC1 signaling as inputs or outputs.

### Extensive dynamic rewiring of metabolism via multiple mechanisms

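After 7 min of the N-downshift, the largest rises that passed the test were those of LEE1 (YPL054W), which encodes a zinc-finger protein, with a log2 change of 1.79 (SE 0.15, adjusted p = 1.06e-05 from limma), and of CYC7 (YEL039C), a gene for a cytochrome c isoform, with 1.60 (SE 0.10, adjusted p = 6.98e-06). Other rises among the 12 largest were those of genes for the allantoin permease DAL4, the stress regulator CIN5 (1.41) and the mitochondrial pyruvate carrier subunit MPC3 (1.38). The largest falls were those of AGP1, at −2.51 (SE 0.10, adjusted p = 1.10e-07), and TOD6 (YBL054W), which encodes a repressor of ribosome biogenesis genes, at −2.03 (SE 0.17, adjusted p = 1.16e-05). At 24 min, GAC1, which was not above the background level (an intensity of 68.1) at −10 min in any culture, rose to an intensity of 1169 ± 52.6 (SD, n = 3), at least 17.2-fold above that level (adjusted p = 5.19e-11 from limma), and SPG4, known for survival in stationary phase, the hexose transporter gene HXT5 and the malate synthase gene MLS1 rose by 3.99, 3.62 and 3.48 on the log2 scale. SYO1 (YDL063C), whose product carries ribosomal proteins into the nucleus, went from 3156 ± 82.6 to 56.2 ± 14.2 (SD, n = 3), where 2 of 3 cultures were not above the background level, so that it was at least 45.4-fold lower (adjusted p = 1.72e-11). The CTP synthase gene URA7 had a log2 change of −5.75, and the genes for the ribosome assembly factors DBP3 and NOG1 changed by −5.48 and −5.26. Each of these changes had the same direction in all 3 cultures. In limma, 2165 of 5498 transcripts (39.4%) passed at 7 min, 1015 higher and 1150 lower, and 82 of them changed by more than 2-fold as well. With each array centred on its median the split at 7 min was 63.1% higher in place of 46.9%. At 24 min, 4517 transcripts (82.2%) passed, 2581 higher and 1936 lower, of which 943 changed by more than 2-fold. Between 7 and 24 min, 4225 passed. At 56 and 120 min, with 1 array each, 4351 and 4248 passed against −10 min. The count at 7 min was 1184 without replicate 1, 1299 without replicate 3 and 2544 without replicate 2.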

The extent of transcriptional responses during the shift experiments indicated a large-scale reorganization of metabolism during adaptation, reminiscent of the global re-wiring during bacterial nutrient source transitions (Buescher *et al*, 2012). Despite the consistency across the three shifts, the broad distributions of transcript correlations (Fig2A) and response timings (Fig2B) indicated rather heterogeneous responses of individual transcripts. Average onset times [times for reaching half of the maximum changes in transcript abundance according to an impulse model (Chechik *et al*, 2008; Chechik & Koller, 2009; Supplementary Table S5)] were around 7 min in the upshift and wider, bimodally distributed in the two downshifts with peaks at around 10 and 25 min. These data, furthermore, indicate that transcriptional responses were highly similar between nutrient downshift and rapamycin perturbation also at the level of individual transcripts, which is a prerequisite for inferring causal relations between metabolites and transcripts based on all pairwise correlations (see below for the corresponding computational method).

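Among the N-downshift transcripts that changed by more than 2-fold, genes for the degradation of allantoin and urea had a median onset of 4.6 min (5 of 7 genes), those of trehalose and glycogen metabolism one of 7.5 min (15 of 17), NCR-sensitive genes one of 9 min (16 of 48) and Msn2- and Msn4-controlled stress genes one of 9.2 min (26 of 30). Ribosome biogenesis genes followed at 10.9 min (111 of 113). Genes of the retrograde response (16.2 min, 5 of 7), of purine synthesis (16.5 min, 9 of 16), Gcn4-controlled amino acid biosynthesis genes (17.9 min, 15 of 46) and tRNA synthetase genes (20.1 min, 9 of 19) had later onsets, and those of ribosomal protein genes were at 27.1 min (103 of 128, quartiles 23.9 and 29.4 min). An impulse model was fitted to the log2 values of replicate 1 from −10 to 120 min, so onset times have no replicates. Over all 1378 transcripts the median onset was 11.6 min (quartiles 9 and 17.1 min). Onsets from 5 to 15 min made up 66.7%, those from 15 to 20 min 12.6%, those from 20 to 30 min 13.3% and those after 30 min 6%. The density of onset times, smoothed with a bandwidth of 2 min, was highest at 9.8 min. Its other maxima, at 38.5, 49.3 and 55.7 min, reached 0.021, 0.016 and 0.034 of that height, and none lay between 20 and 30 min. With a bandwidth of 1 min a maximum lay at 25.4 min, at 0.158 of the highest, and with one of 4 min none lay between 10.4 and 54.9 min. Over all 5498 transcripts, whatever their change, a maximum lay at 24.2 min, at 0.343 of the highest. Of the 183 transcripts with onsets from 20 to 30 min among the 1378, 111 fell, 70 were those of ribosomal protein genes and 2 those of ribosome biogenesis genes. Falling transcripts alone, a set chosen after the data had been seen, had maxima at 9.6, 26.8, 39, 50.2 and 56.1 min, the later ones at 0.227, 0.026, 0.016 and 0.022 of the height of the first. In simulated profiles with these sampling times, the median error was 0.25 min for onsets up to 20 min and 6.51 min for later ones. Those profiles had a single step of fixed size and less noise than falling transcripts (SD 0.113 between cultures, log2 scale), so errors here can be larger. Of 20 sets simulated with 1 mode, 50% had a maximum of any height between 20 and 30 min when read with the impulse model, a reading chosen after that with a piecewise linear profile had been seen (10% of 40 sets). The centre and spread of these simulated onsets were taken from the falling transcripts, later ones included. From the breadth of the correlations between shifts (Fig. 2A) and of the onset times (Fig. 2B), the paper reasons that individual transcripts responded rather heterogeneously.

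**Figure D1:**
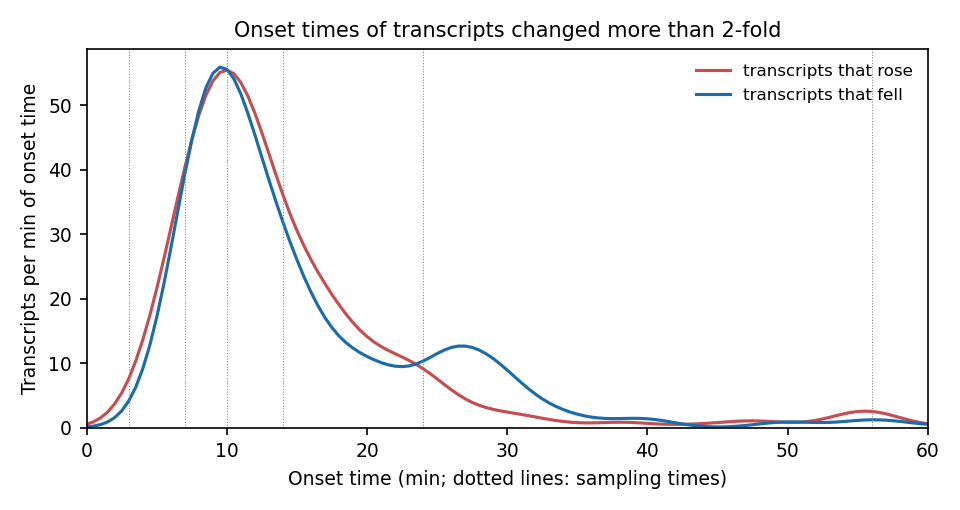
Density of onset times (x axis, min after the shift, dotted lines at sampling times) in transcripts per min (y axis) for the transcripts of replicate 1 that rose (red, 695) or fell (blue, 683) by more than 2-fold. Both curves are highest near 10 min, at 9.9 and 9.6 min, and the curve of the falling transcripts has a lower maximum at 26.8 min.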

**Figure 2:**
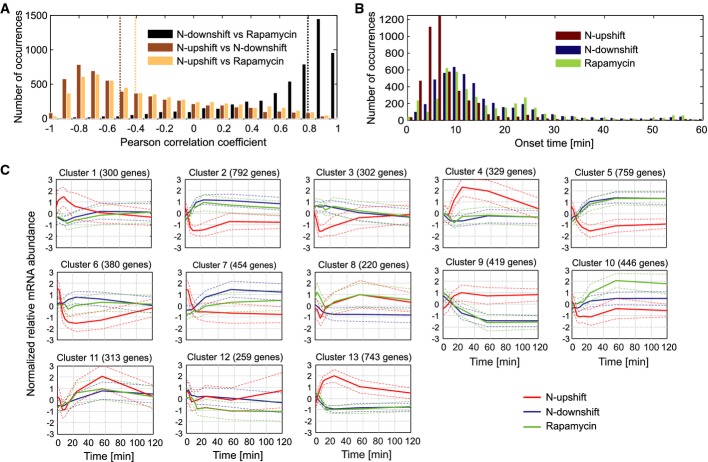
Comparison of transcriptome profiles across the three shifts

Distribution of Pearson's correlation coefficients for every pair of transcripts across all possible pairs of shifts. Dashed lines correspond to the median value for each distribution. See also Supplementary Table S5.

Distribution of onset times (time to reach half of the maximum gene expression change) per shift.

Average transcriptional responses (normalized to the steady-state sample of the N-downshift) for all 13 clusters. Visualization based on the linear interpolated response of the cluster averages. Dashed lines represent ± SD.

The transcript responses across the three shifts distributed over 13 clusters (Fig2C) according to a robust method for the validation of cluster assignments based on maximization of information content (Chehreghani *et al*, 2012). To focus on TORC1-regulated genes, we analyzed clusters 2, 5, 7, 9, 10, and 13, which showed similar responses in the two downshifts, and the opposite behavior in the upshift (Fig2C). 

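Genes for taking up and degrading poor N-sources rose in the N-downshift. All 7 genes for the degradation of allantoin and urea were higher at 7 min (median log2 change 0.53, adjusted p = 3.33e-06 from camera) and at 24 min (1.05, adjusted p = 0.00847). With an estimated correlation, their adjusted p was 0.405 and 0.402. The allantoin permease gene DAL4 (YIR028W) rose from 2640 ± 213 to 12370 ± 550 (SD, n = 3), by 1.50 at 7 min (SE 0.11) and 2.23 at 24 min (SE 0.11, adjusted p = 9.84e-10 from limma). The GABA permease gene UGA4 (YDL210W) rose from 704 ± 29.6 to 7568 ± 402 (SD, n = 3), by 3.43 (SE 0.15, adjusted p = 4.43e-10 from limma), and the proline permease gene PUT4 (YOR348C) by 1.78 (SE 0.065). AGP1 fell by 4.15 on the log2 scale at 24 min (SE 0.10, adjusted p = 2.54e-12), and the histidine permease gene HIP1 changed by −1.22. Of 15 permease genes, 12 were higher and 3 lower at 24 min (median 1.05, adjusted p = 0.0302 from camera, and adjusted p = 0.42 with an estimated correlation). For proline, arginine and GABA catabolism, all 10 genes were higher at 24 min (median 1.35, adjusted p = 0.000299 from camera, and adjusted p = 0.402 with an estimated correlation), among them GDH2, for the glutamate dehydrogenase that forms ammonium (1.89), the ornithine transaminase gene CAR2 (1.82) and the proline oxidase gene PUT1 (0.59). The general amino acid permease gene GAP1 had a log2 change of 0.019 at 7 min (adjusted p = 0.585 from limma) and 0.28 at 24 min (adjusted p = 3.66e-07), from an intensity of 18710 ± 494 (SD, n = 3) at −10 min. That is close to the median of 19048 for ribosomal protein genes, and partial compression of changes at such brightness was not excluded. All 6 measured genes for the enzymes and the transporter of glutamine and glutamate were higher at 24 min (median 0.40, adjusted p = 0.0193 from camera, and adjusted p = 0.402 with an estimated correlation).
Over 48 NCR-sensitive genes, 26 were higher and 4 lower at 7 min (27 and 5 adjusted over the list alone), with a median of 0.12 (adjusted p = 9.68e-06 from camera, and adjusted p = 0.42 with an estimated correlation). At 24 min, 33 were higher and 11 lower, also adjusted over the list alone, with a median of 0.41 (adjusted p = 0.0102, and adjusted p = 0.553 with an estimated correlation). Supplementary Table S8 places 27 NCR-sensitive genes in clusters 2, 5, 7 and 10. Of the 26 measured here, 25 were higher and 0 lower at 24 min in limma (median 0.80), and 1, the GATA factor gene GAT1, did not pass, with a log2 change of 0.021 at 24 min and −0.093 with quantile normalization. Of 22 such genes in other clusters, 8 were higher and 11 lower. The study made this split on these samples, so it is not independent evidence of the direction. Among retrograde targets, Table S8 places 6 in those clusters, all higher at 24 min (median 1.06), with the same limit. They include ACO1 (YLR304C), for aconitase, at 1.29 (SE 0.054, adjusted p = 3.23e-10 from limma), IDH2, for a subunit of isocitrate dehydrogenase, at 1.19, and the citrate synthase genes CIT1 (1.16) and CIT2 (0.58). The other retrograde target, DLD3, for a transhydrogenase of 2-hydroxyglutarate, changed by −0.82. As a list of 7 genes fixed in advance, retrograde targets had a median of 0.95 at 24 min (adjusted p = 0.0464 from camera, and adjusted p = 0.402 with an estimated correlation). With median centring this adjusted p was 0.0638. Counts of the other lists at 24 min, and of allantoin and urea degradation at 7 min, were the same adjusted over the list alone.

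**Figure D2:**
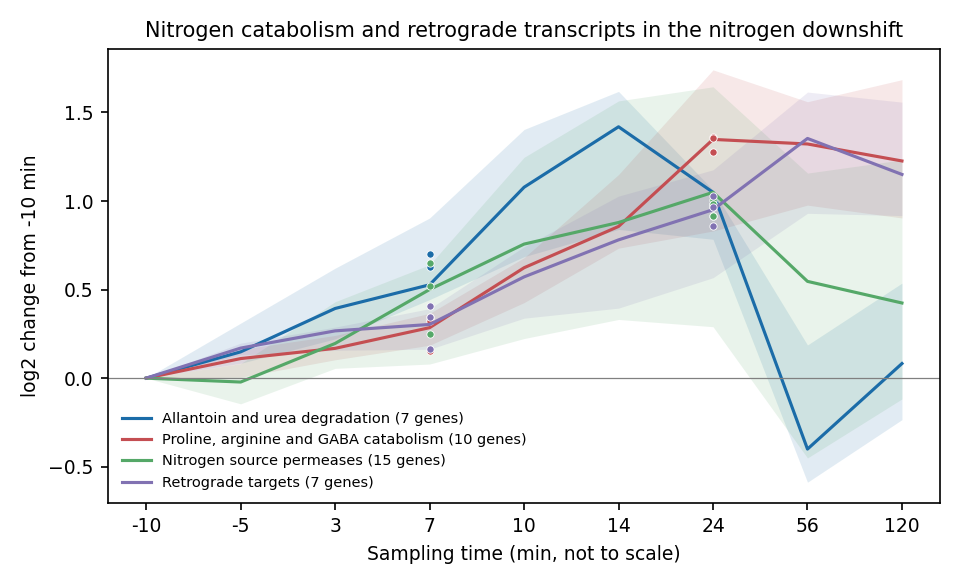
Median log2 change from −10 min (y axis) of 4 gene lists against sampling time in min (x axis, not to scale), with lines for medians over genes in replicate 1 or, at 7 and 24 min, over the 3 cultures, bands for quartiles over genes and points for the median in each culture. Lines and bands are changes from the mean of the −10 min arrays, and points are changes from the culture's own −10 min array. Allantoin and urea degradation is highest at 14 min (1.42), at 1.05 at 24 min and at −0.40 at 56 min, while proline, arginine and GABA catabolism is at 1.35 at 24 min and 1.23 at 120 min.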

Clusters 2, 5, 7, and 10 included most of the known NCR-sensitive genes (Hofman-Bang, 1999) and targets of the retrograde response pathway (Magasanik & Kaiser, 2002) (Supplementary Table S8). They were also over-represented in the gene ontology process terms endocytosis, pseudohyphal growth, mitochondrion organization, and cellular respiration, all of which are induced upon TORC1 inactivation (Loewith & Hall, 2011). 

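For endocytosis, 34 of 36 genes were higher and 0 lower at 24 min of the N-downshift, including MYO3, for a myosin of actin patches (0.82), and ENT2, for an epsin (0.72). Their median log2 change was 0.42 (adjusted p = 3.77e-06 from camera, and adjusted p = 0.402 with an estimated correlation). At 7 min 13 of them were higher and 0 lower, 12 adjusted over the list alone (median 0.086, adjusted p = 2.04e-05 from camera, and adjusted p = 0.486 with an estimated correlation). Respiration genes rose as well. All 22 genes of the electron transport chain were higher at 24 min (median 0.47, adjusted p = 6.42e-06), as were 20 of 21 genes of the TCA cycle, with 1 lower (0.58, adjusted p = 4.33e-05), and 14 of 15 genes of the ATP synthase (0.24, adjusted p = 0.0031). Each of these lists had adjusted p = 0.402 with an estimated correlation. Examples are the succinate dehydrogenase gene SDH1, with 1.03 (SE 0.043, adjusted p = 2.74e-10 from limma), NDI1, for the internal NADH dehydrogenase, with 0.92, and INH1, for an inhibitor of the ATP synthase, with 1.08. At 7 min, 15 of 22 electron transport genes and 15 of 21 TCA cycle genes were already higher (adjusted p = 2.89e-07 and 2.81e-06 from camera, and adjusted p = 0.405 for both with an estimated correlation), or 17 and 15 adjusted over the list alone. The paper's over-represented process terms concern clusters formed over all of its shifts. Whole lists written in advance are tested here in the N-downshift alone, so gene sets and measure differ. Genes of pseudohyphal growth went in both directions. The protein kinase A subunit gene TPK2 rose by 1.22 on the log2 scale and the transcription factor gene MGA1, not above the background level in any culture at −10 min, at least 2.3-fold at 24 min, while the kinase gene STE20 changed by −1.11 and the osmosensor gene SHO1 by −0.67. In all, 14 of 25 were higher and 7 lower (median 0.18, adjusted p = 0.467 from camera). Of 54 genes of the mitochondrial ribosome, 28 were higher and 9 lower at 24 min, 27 higher adjusted over the list alone (median 0.11, adjusted p = 0.304 from camera), with RSM10 at 0.66. Of 30 genes of mitochondrial import, 10 were higher and 15 lower (median −0.068, adjusted p = 0.276), such as MIA40 at 0.54 and PAM18 at −0.81. The other counts at 24 min did not change when adjusted over the list alone.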

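In the N-downshift, transcripts for making ribosomes fell. Of 113 ribosome biogenesis genes, 112 were lower at 7 min (median log2 change −0.79, adjusted p = 8.12e-39 from camera) and all 113 at 24 min (−3.79, adjusted p = 1.52e-36), with adjusted p = 0.405 and 0.402 with an estimated correlation. NSR1 (YGR159C), which encodes a nucleolar protein of rRNA processing, went from an intensity of 7374 ± 64.8 to 149 ± 35.9 (SD, n = 3), a log2 change of −5.65 at 24 min (SE 0.15, adjusted p = 6.23e-12 from limma). DHR2, for an RNA helicase of small-subunit assembly, was at −1.62 by 7 min (SE 0.18, adjusted p = 2.92e-05). All 19 genes for subunits of RNA polymerases I and III were lower at 7 min (−0.53, adjusted p = 1.56e-11 from camera) and at 24 min (−2.5, adjusted p = 8.65e-11), with the same adjusted p = 0.405 and 0.402 with an estimated correlation. RPA49 (YNL248C), for a subunit of RNA polymerase I, went from 4550 ± 73.3 to 129 ± 21.0 (SD, n = 3), a change of −5.16 (SE 0.11). Among ribosomal protein genes, 3 of 128 were lower and 0 higher at 7 min (median −0.023, adjusted p = 0.244 from camera, and 2.51e-05 without replicate 2), and at 24 min all 128 were lower (median −0.45, mean −0.59, adjusted p = 2.32e-20, and adjusted p = 0.402 with an estimated correlation). RPL22B (YFL034C-A), for a protein of the large subunit, went from 7356 ± 94.6 to 836 ± 28.2 (SD, n = 3), a change of −3.14 (SE 0.065, adjusted p = 9.78e-13 from limma), and RPS9A, for a protein of the small subunit, changed by −2.03. RPP1, counted in this list by its name, encodes a subunit of RNase P (−1.75). All counts were equal when adjusted over the list alone. The medians at 24 min were −0.54, −0.32 and −0.48 for ribosomal protein genes and −3.65, −3.83 and −3.87 for ribosome biogenesis genes in replicates 1, 2 and 3. Among genes for transcription factors known to control ribosomal protein genes, IFH1 fell by 1.54 on the log2 scale at 24 min (adjusted p = 9.50e-10 from limma), SFP1 was at −0.26 (adjusted p = 0.00016), and FHL1 was at −0.30 (adjusted p = 0.0237). FHL1 at 24 min vs −10 min stood at 0.0026 with quantile normalization and at −0.10 without replicate 2 (adjusted p = 0.273).

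**Figure D3:**
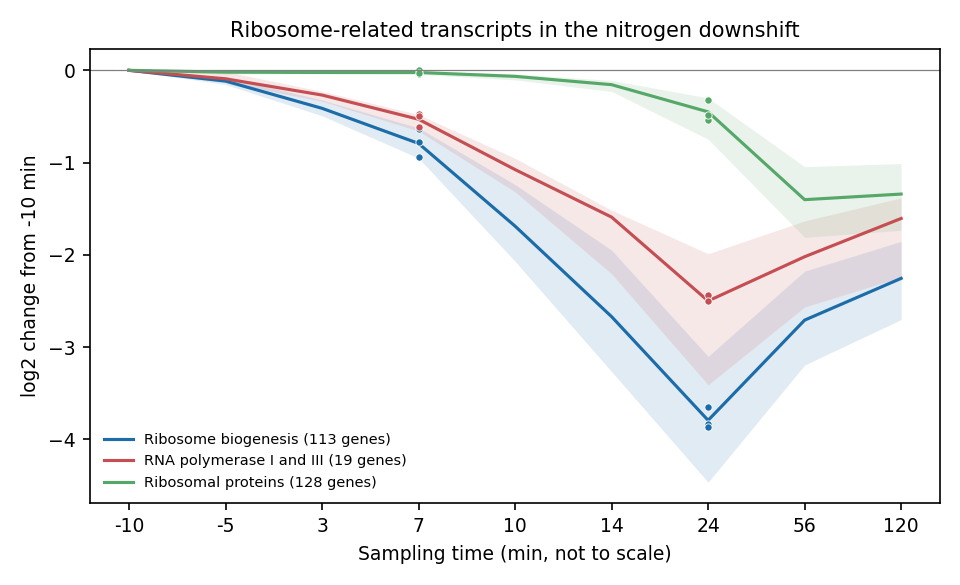
Median log2 change from −10 min (y axis) of 3 gene lists against sampling time in min (x axis, not to scale), with lines for medians over genes in replicate 1 or, at 7 and 24 min, over the 3 cultures, bands for quartiles over genes and points for the median in each culture. Lines and bands are changes from the mean of the −10 min arrays, and points are changes from the culture's own −10 min array. Ribosome biogenesis is lowest at 24 min (−3.79), whereas ribosomal proteins reach −1.40 at 56 min.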

The opposite response—induced upshift and repressed downshift expression—was found in clusters 9 and 13 that included nearly all ribosomal protein and ribosome biogenesis genes, known targets of TORC1-regulated transcription factors such as Sfp1 and Fhl1-Ifh1 (Smets *et al*, 2010; Loewith & Hall, 2011). The overall processes captured in the six clusters agreed with previous transcriptional studies in rapamycin-treated yeast (Smets *et al*, 2010; Loewith & Hall, 2011). 

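Many genes of amino acid biosynthesis controlled by Gcn4 fell in the N-downshift. Of 46 such genes, 34 were lower and 9 higher at 24 min, also when adjusted over the list alone (median log2 change −0.45, adjusted p = 8.66e-07 from camera, and adjusted p = 0.402 with an estimated correlation). HOM3 (YER052C), for aspartate kinase, went from an intensity of 9240 ± 34.7 to 2253 ± 114 (SD, n = 3), a change of −2.04 (SE 0.037, adjusted p = 4.04e-13 from limma). LYS4, for homoaconitase of lysine synthesis, changed by −1.62 and ILV5, for an enzyme of branched-chain amino acid synthesis, by −1.46. At 7 min, 17 of the 46 were lower and 4 higher, or 18 and 4 adjusted over the list alone, with a median of −0.042 (adjusted p = 0.0488 from camera, and adjusted p = 0.628 with an estimated correlation). That adjusted p was 0.312 with median centring, 0.0531 with a filter on dim probe sets, 0.100 without replicate 1 and 0.102 without replicate 3. Genes from aspartate to threonine fell at 24 min, with 4 of 5 lower and 1 higher (median −0.62, adjusted p = 0.0394 from camera, and adjusted p = 0.402 with an estimated correlation), among them THR1, for homoserine kinase, at −0.74, a list that did not pass with median centring. For aromatic amino acids, 8 of 12 genes were lower and 3 higher (−0.30, adjusted p = 0.0304 from camera, and adjusted p = 0.402 with an estimated correlation), with the chorismate synthase gene ARO2 at −1.26. Of 8 arginine biosynthesis genes, 5 were lower and 3 higher (−0.47, adjusted p = 0.123 from camera). Counts in these 3 lists were the same adjusted over the list alone. The transcript of GCN4 itself (YEL009C) was at 17540 ± 232 at −10 min and 16140 ± 104 at 24 min (SD, n = 3), a log2 change of −0.12 (adjusted p = 0.000228 from limma). For GCN4 at 24 min vs −10 min, quantile normalization gave −0.020 (adjusted p = 0.392).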

Documented targets of Gcn4 (Teixeira *et al*, 2006), the general amino acid transcriptional regulator, were over-represented in clusters 1, 8, 9, and 10. Similar responses of cluster 8 transcripts to nutrient upshift and rapamycin treatment indicate additional, TORC1-independent transcriptional regulation.

The long-term metabolite response approached a new pseudo steady state within 1 h of perturbation onset (Fig3A and Supplementary Table S7). Specifically, aspartate and citrate/isocitrate levels showed similar long-term trends in the two downshifts and the opposite response in the upshift. The long-term responses of arginine and aromatic amino acids levels were similar between upshift and rapamycin addition, consistent with the starvation-like transcriptional response of their biosynthesis genes in cluster 8 (Fig2C). The immediate metabolite changes within the first 10 min precede transcriptional regulation and reflect readjustments of reaction equilibrium, post-translational, or allosteric enzyme regulation. 

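At 3 min of the N-downshift, single transcripts passed limma's test, all but 1 of them only without the culture as a block. LEE1 rose by 1.23 on the log2 scale (adjusted p = 0.0246 from limma, 1 array against 3), DAL4 by 1.00 (adjusted p = 0.0166) and SOL4, for a 6-phosphogluconolactonase-like protein, by 0.87. TOD6 fell by 1.09 on the log2 scale (adjusted p = 0.0406), and RRN11, for a subunit of the core factor of RNA polymerase I, was at −0.74 (adjusted p = 0.0402). With the block, the adjusted p was 0.135, 0.134, 0.135, 0.189 and 0.180 for LEE1, DAL4, SOL4, TOD6 and RRN11. Of the 17 genes of trehalose and glycogen metabolism, 12 were higher at 3 min (median 0.45, or 0.38 with GAC1 raised to the background level, adjusted p = 2.89e-14 from camera), and of 30 stress genes controlled by Msn2 and Msn4, 13 were (0.33, adjusted p = 4.09e-14). Of 113 ribosome biogenesis genes, 10 were lower (−0.41, adjusted p = 3.15e-43). Each of these 3 lists had adjusted p = 0.395 with an estimated correlation. Adjusted over the list alone, 16, 25 and 100 of their genes passed. In all, 203 transcripts passed limma's test at 3 min, 141 higher and 62 lower, against 1152 with an unadjusted p under 0.05, and 1, AGP1, passed with the block. At 10 min, 2813 transcripts passed, 1410 higher and 1403 lower, a share of 50.1% higher that became 61.7% of 3121 transcripts with median centring. By then 112 of 113 ribosome biogenesis genes were lower (−1.69, adjusted p = 1.17e-40 from camera), and all 17 genes of trehalose and glycogen metabolism (1.31, adjusted p = 2.90e-11) and all 7 of allantoin and urea degradation (1.08, adjusted p = 4.31e-05) were higher. Each of these lists had adjusted p = 0.383 with an estimated correlation. Adjusted over the list alone, the counts were 112, 17 and 7. Ribosomal protein genes had a median of −0.065 at 10 min, with 9 of 128 lower (adjusted p = 0.00585 from camera, 0.071 with the culture as a block, and adjusted p = 0.767 with an estimated correlation). The times of 3 and 10 min have 1 array each, and the list tests at these times were chosen after other values had been seen.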

Within the first minutes, several metabolite abundances changed in the upshift but only very few in the two downshifts (Fig3B). The most pronounced responses in the upshift were the instantaneous increase in intracellular glutamine and the decrease in trehalose 6-phosphate (T6P) concentration, accompanied by transient decreases of metabolite concentrations in upper glycolysis and pentose phosphate pathway, and transient increases of AMP, ADP, GMP, and GDP (Fig3B). In contrast to the glutamine upshift response in *Escherichia coli* (Doucette *et al*, 2011), we observed no changes in glutamate, alpha-ketoglutarate, and other TCA cycle intermediates (Supplementary Fig S5). The similar but not identical early metabolite changes in the two downshifts (Fig3C) were few, subtle, and less dynamic (Fig3B). Since extracellular glutamine is in excess during the rapamycin downshift, early metabolite changes in common with the nutritional downshift may reflect post-translational modifications induced by TORC1 inactivation, while changes specific to the nutritional downshift may be independent or upstream of TORC1. Overall, multiple level adjustments were observed that are non-trivial to explain, that is, they are not just consequences of transcriptional regulation.

**Figure 3:**
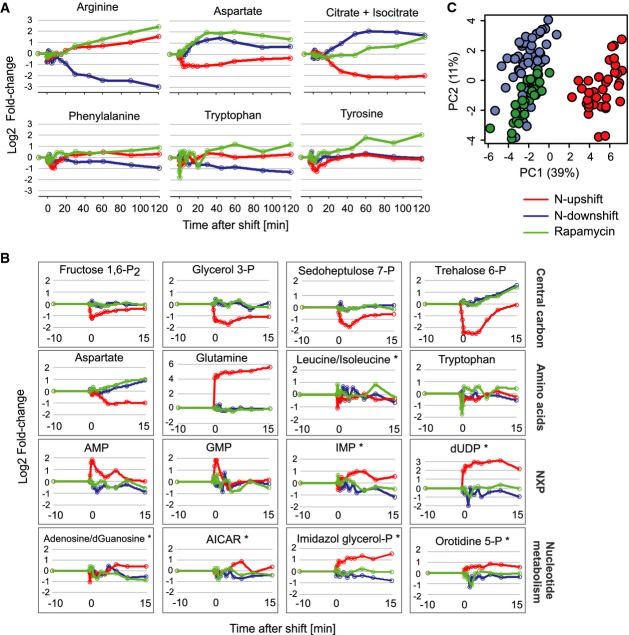
Metabolite profiles across the three shifts

Profiles of the metabolites referred to in the text over the 120 min after the shift, for one representative experiment per shift. Fold-changes refer to absolute concentrations normalized to the steady state of the respective shift. Solid lines are the linear interpolated responses, used here for purpose of visualization. See also Supplementary Table S7.

Example of metabolite responses within the first 15 min after the shift for metabolites within central carbon, amino acids, nucleotide mono- and di-phosphates (NXP), and other nucleotide metabolism intermediates. Data for one representative experiment per shift are shown as in (A). Semi-quantitative metabolite concentrations from untargeted FIA-QTOF-MS are marked with *. AICAR: 5-amino-1-(5-phospho-D-ribosyl)imidazole-4-carboxamide; imidazole glycerol-P: D-erythro-1-(imidazole-4-yl)glycerol 3-phosphate.

Principal component analysis of metabolite responses during the first 10 min after the shifts. PC3 explains 9% of the variance.

### A computational method for assigning metabolic signals to network motifs

To identify the metabolic signals that modulate transcriptional responses, and to find how such regulation relates to TORC1 activity, existing computational methods are not sufficient because they do not systematically integrate dynamic metabolomics and transcriptomic data with prior knowledge. For example, current Bayesian integration of transcriptomic and metabolomics data elucidates functional, but not causal relations between the two data types (Bradley *et al*, 2009). By exploiting metabolic network structures as prior knowledge, Chechik *et al* (2008) defined “activity motifs”, patterns such as ordered transcriptional activation along a metabolic pathway, but they only integrated gene expression data. Here, we developed a probabilistic, integrative framework that infers causal relations from heterogeneous data types and exploits prior knowledge on networks and biological mechanisms. To apply the framework to the specific metabolic system of this study, we formalized prior knowledge as prototypic interactions between signaling, metabolism, and gene expression and as generic interaction mechanisms. This is exemplified by a situation where, if a metabolite controls transcription factor activity, a changing metabolite concentration should change the rate of gene expression at a later time, which makes the approach inherently causal.

Specifically, our framework classifies the metabolic signals into four network motifs that reflect different modalities of metabolite-TORC1-transcriptional regulation interactions (Fig4A; see Materials and Methods and Supplementary Text S1 for a detailed rationale of the approach). The “unrelated” network motif accounts for metabolite changes unrelated to the transcriptional responses, the “downstream” motif for metabolite responses that are consequences of post-translational enzyme regulations downstream of TORC1, the “upstream” network for metabolites that are potential signals upstream of TORC1, and the “parallel” motif for metabolite responses that modulate transcriptional responses independent of TORC1. The framework uses the early metabolic dynamics and the genome-wide transcript dynamics across the three shift experiments for classification (Fig4B). We assume that an unknown dynamic network connects each metabolic response and the transcript changes over time. At this point, no further assumptions or prior knowledge on the dynamic network and its characteristics are used (see also Supplementary Text S1). From the experimental data, we extract features that approximate: (i) how consistent the observed dynamics are with a causal relation between metabolites and gene expression (“dynamic dependence”; DD), and (ii) how strongly each metabolite is associated with genes that are direct targets of transcription factors regulated by TORC1 (“representation of TOR genes”; RG; see Materials and Methods for details). We use the feature values for each experimental condition to estimate probabilities of metabolite assignments to the network motifs via Bayesian inference (Kass & Raftery, 1995) as explained in detail in Materials and Methods.

**Figure 4:**
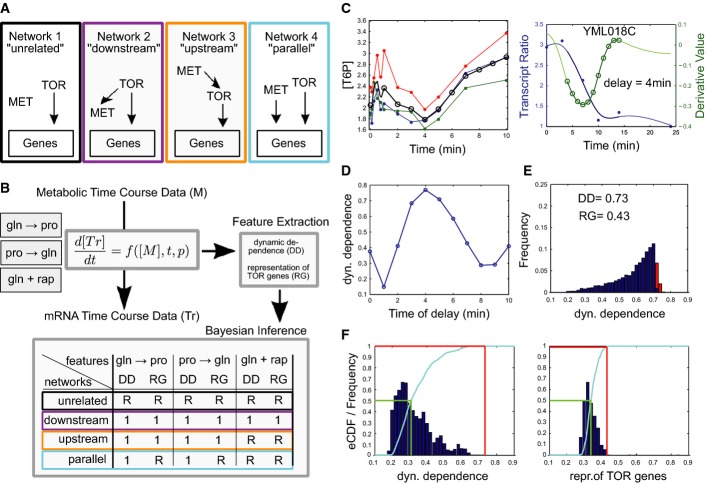
Computational framework for motif assignment

Schematic diagrams of the four network motifs (“MET”: metabolite; “TOR”: TORC1 complex; “Genes”: whole genome of *Saccharomyces cerevisiae*). Arrows denote direct causal interactions.

Method overview. For each metabolite monitored under the three experimental conditions (small boxes, upper left), we extract features (grey box, upper right; feature values range between 0 and 1) assuming that the measured quantities are connected by an unknown dynamic network in which metabolite concentrations ([*M*]) control transcript ([*Tr*]) dynamics. The middle grey box illustrates such a causal relation in the form of an ordinary differential equation with an unknown functional relation *f*(·) that depends on time *t* and unknown parameters *p*. Bayesian inference (bottom grey box) is then used to compute the probability of each metabolite being assigned to each network motif characterized by a set of “prototypic” feature values across the three experimental conditions (“R”: representative of artificial, random metabolic time-course data).

Example time-course data from rapamycin downshift. Filled circles represent experimental data points, and open circles denote interpolated data points used for the computation of dynamic dependence. Left: time evolution of T6P (black: linear interpolation from the experimental data; colors: experimental repeats). Right: time evolution of the normalized mRNA level of YML018C (blue line, spline interpolation from the experimental data), and of its derivative values (green line). The thick part of the curves correspond to a 10-min interval with a 4-min time delay used in conjunction with the metabolic data (left) to compute the dynamic dependence for this particular delay.

Dynamic dependence values between T6P and the derivative of YML018C for all delayed versions of the transcript (from 0 to 10 min).

Distribution of dynamic dependence values of T6P with all genes. The top 10% of the distribution (in red) define the significant gene set associated with T6P.

Computation of likelihood values for Bayesian inference of T6P for the “dynamic dependence” feature (left) and “representation of TOR genes” feature (right) computed in the rapamycin downshift. The distribution of the features’ values from artificial, random metabolic time-course data is shown in blue (scaled values), and the corresponding empirical cumulative density function (eCDF) is shown in cyan. The green line denotes the “R” value of (B) and corresponds to the median of the random distributions. Red lines denote the feature values of T6P as shown in (E), used to compute the likelihood value for each network.

Formally, we defined prototypic values for each motif by combining the expected biological events in the three experimental conditions (Fig4B, bottom; see also Supplementary Text S1). A metabolic signal that acts upstream of TORC1 in the two nutritional shifts should elicit a TORC1-dependent transcriptional response. Consequently, the “upstream” network's prototypic feature values for DD and RG are maximal in the two nutrient shifts. However, the metabolic signal is bypassed during rapamycin-induced TORC1 inactivation such that the feature values should not be statistically distinguishable from those of a random response (Fig4B). Similarly, all the “downstream” network's prototypic feature values are maximal for all three experiments because TORC1 should control the same gene sets transcriptionally, and induce metabolite changes post-translationally in all three conditions. For a metabolite to regulate transcription in a TORC1-independent manner (“parallel network”), DD should be high in the two nutrient shifts, but essentially random upon rapamycin treatment (because rapamycin affects only TORC1 activity, not the metabolite concentration), and RG needs to be random in all experiments. Finally, when all feature values of a metabolite are random for all three experiments, we postulate that metabolic and transcriptional changes are not related.

To assign the measured metabolites to the four motifs, we considered every pair of metabolite and transcript in our dataset (Fig4C). Specifically, we computed the dynamic dependence (see Materials and Methods) between every metabolic trajectory and the rate of change of every transcript (Fig4C, right, for YML018C). Signaling metabolite changes should precede their effects on transcriptional regulation, and we allowed for variable delays between 0 and 10 min in 1-min increments for all transcript responses (Fig4C, right). Hence, for every metabolite–transcript pair in every experimental condition, we computed 11 DD values (Fig4D). The maximum values of every pair defined a DD distribution for each metabolite in each experimental condition. For every metabolite, we selected the gene set consisting of 10% of the transcripts with the best DD to calculate the final (average) dynamic dependence (Fig4E) and then determined the fraction of genes known to be targeted by TORC1-dependent transcription factors. In the Bayesian inference framework, these feature values were compared to the distribution of random metabolic data (Fig4F, see Materials and Methods) to estimate network assignment probabilities. To ensure robust assignments, we varied the assumed level of data noise (four variants), the type of interpolation of the metabolite data (2), the method to compute the dynamic dependence of metabolite–transcript pairs (3), and the calculation of network assignments (2), leading to 48 assignment probabilities. Finally, we assigned each metabolite to a network motif by majority vote (exceeding 50% assignment probability in more than half of the methods; Materials and Methods).

### Computational assignment of metabolites to network motifs

While most metabolites were assigned to the “unrelated” network, our method revealed seven “downstream”, seven “parallel”, and six “upstream” metabolites to TORC1 (Fig5A and Supplementary Table S9). To analyze the robustness of the assignments and how motif assignments depend on the prior biological knowledge on TORC1-controlled TFs and their controlled genes, we considered two scenarios: (i) prior knowledge is correct but limited—we know fewer than the 11 reported TFs directly controlled by TORC1—and (ii) knowledge on TORC1-controlled TFs is incomplete, meaning that additional TFs could be directly controlled by TORC1. We investigated both scenarios for different numbers of TFs affected, and we refer to them as “−3 … −1 TFs” and “+ 1 … + 3 TFs” scenarios, respectively (see Materials and Methods for details). Computing motif assignments for all metabolites and all perturbation scenarios revealed that the total error rate, defined as the average rate of assignments that differ from the unperturbed analysis, generally is below 30% (Fig5B and Supplementary Table S9). Sufficient prior knowledge on real TORC1-TFs is important (red curves in Fig5B), whereas additional unknown TFs have less effect (blue curves). If we expect errors in assigning motifs by exceeding the 50% motif frequency threshold, these errors will be false negatives (no motif is assigned although it should be, Fig5C), rather than false positives (assignment of spurious motifs, Fig5D). In particular, all assignment frequencies that exceed approximately 70% have practically zero false-positive and false-negative rates on average. For our original motif assignments shown in Fig5A, we find generally high motif robustness as quantified by the motif recovery stability for the + 3 TFs case. This scenario gives a lower bound in our application-relevant +TF scenarios; previous experimental analyses provide us with high confidence for the validity of the 11 known TORC1-TFs.

**Figure 5:**
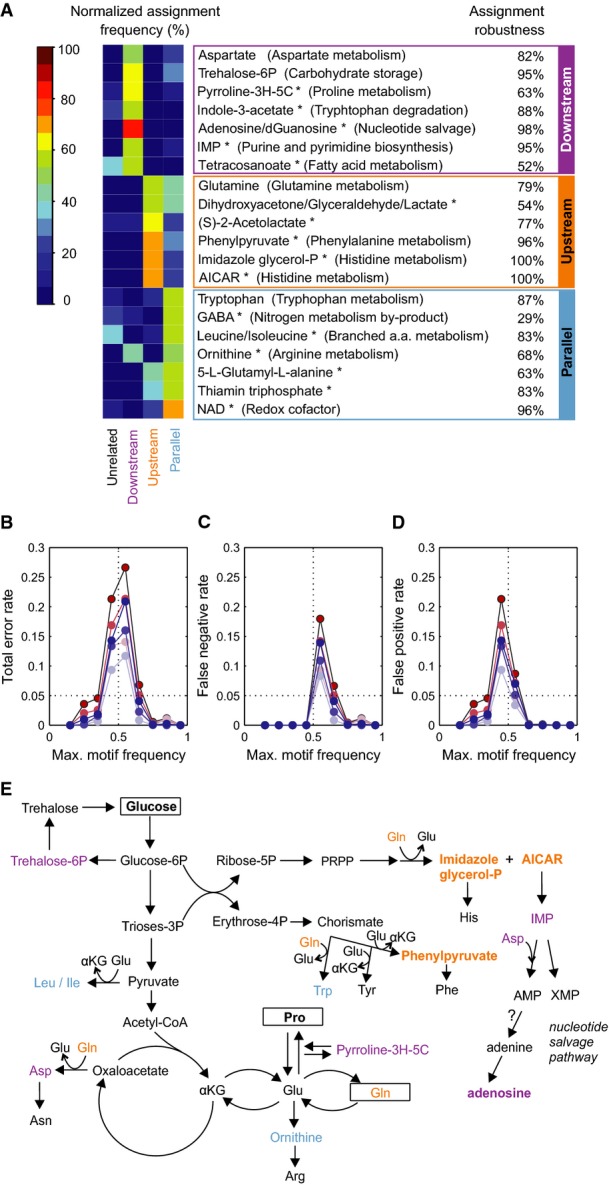
Classification of metabolite functions in nitrogen regulation

Heat-map of the percentage (%) of the normalized assignment frequency of the metabolites over 48 different methods of probabilistic computation. A metabolite is associated with a network if the probability of assignment to this network exceeds 50% for a particular computation method. Metabolites semi-quantified with untargeted FIA-QTOF-MS are marked with *. Assignment robustness scores are the recovery frequencies of the network associations assuming that three additional, random TFs are directly controlled by TORC1 (*N* = 100 samples). Pyrroline-3H-5C: L-1-pyrroline-3-hydroxy-5-carboxylate; Tetracosanoate: tetracosanoate (n-C24:0); dGuanosine: deoxyguanosine; GABA: 4-aminobutanoate; NAD: nicotinamide adenine dinucleotide; αKG: alpha-ketoglutarate; PRPP: 5-phosphoribosyl 1-pyrophosphate. See also Supplementary Table S9.

Robustness of motif assignments in terms of average total error rate for all metabolites binned by their maximal motif assignment frequencies. Red colors show the scenarios of reduced sets of known TORC1-controlled TFs (−3 … −1 TFs, with decreasing color intensity), and blue colors, the scenarios of additional, random TFs assumed to be controlled directly by TORC1 (+3 … +1 TFs, with decreasing color intensity).

Average false-negative motif assignment rates in analogy to (B).

Average false-positive motif assignment rates in analogy to (B).

Mapping of metabolites with normalized assignment frequency over 50% (bold face: > 65%) to central carbon, amino acid, and nucleotide metabolism. Violet, orange, and blue colors correspond to the “downstream”, “upstream”, and “parallel” networks, respectively.

Biologically, many of the metabolites assigned to the “downstream”, “parallel”, and “upstream” motifs are intermediates of amino acid or nucleotide metabolism, processes known to be regulated via TORC1 (Loewith, 2011) (Fig5A and E). The seven “downstream” metabolites include aspartate, T6P, and the purine-related metabolites IMP and adenosine/deoxyguanosine (Fig5A), whose response within the first 10 min suggests post-translational control of an associated enzyme. In the pathway that converts aspartate to threonine, Hom3 and Hom2 catalyze the first two reactions and Thr4 the final conversion to threonine; all three are phospho-enzymes and their deletion causes growth defects with rapamycin (Chan *et al*, 2000). Continuous accumulation of aspartate over at least 20 min (Fig3A), but not of threonine or any of the four pathway intermediates upon TORC1 inactivation, therefore suggests regulation of Hom3 and/or Hom2 activity by TORC1-dependent (de)phosphorylation. T6P is a precursor for the reserve carbohydrate and stress protectant trehalose. Two enzymes of the T6P-synthetase/phosphatase complex that catalyzes T6P production/degradation, Tsl1 and Tps3, were previously found to be hyperphosphorylated in rapamycin-treated yeast (Soulard *et al*, 2010). T6P association with the downstream motif may therefore be a consequence of TORC1 phospho-regulation of the T6P-synthetase/phosphatase complex. The purine-related metabolites are intermediates of DNA and RNA degradation and nucleotide salvage pathways (Fig5E). Deamination of AMP to IMP, catalyzed by the tetrameric Amd1 that becomes dephosphorylated upon rapamycin treatment (Soulard *et al*, 2010; Loewith, 2011), is important for rapid and energy–cost-efficient adaptation of nucleotide pools during changing conditions (Walther *et al*, 2010). Increasing IMP concentration with TORC1 activation during the upshift and the opposite response upon rapamycin treatment (Fig3B) suggest that TORC1 activates Amd1 activity, possibly to avoid accumulation of the allosteric effector AMP, in addition to the well-known TORC1-dependent transcriptional regulation of purine metabolism (Loewith, 2011). “Parallel” motif metabolites are predicted to affect transcription in a TORC1-independent manner (Fig5A), and transcriptional induction of aromatic amino acid catabolism genes by tryptophan has already been described (Iraqui *et al*, 1999).

The six “upstream” metabolites represent candidate endogenous signals to modulate TORC1 activity. Our analysis quantitatively supports the previously raised hypothesis of glutamine being a TORC1 signal in yeast (Crespo *et al*, 2002; Gaubitz & Loewith, 2012). Leucine, in contrast, is assigned to the “parallel” network, which renders its hypothetical role of a natural TORC1 input (Gaubitz & Loewith, 2012) unlikely. Strikingly, the “upstream” network associated glutamine, AICAR, and imidazole glycerol-P, all of which participate in a single reaction at the branch point between histidine and purine nucleotide metabolism (Fig5E). In particular, AICAR is a promising candidate to coordinate amino acid and nucleotide metabolism in response to nitrogen availability because: (i) it stimulates *in vivo* interactions between the phosphate metabolism transcription factor Pho2 with either Pho4 or the regulator of purine nucleotide and histidine metabolism Bas1 (Pinson *et al*, 2009; Ljungdahl & Daignan-Fornier, 2012), and (ii) TORC1 responds (weakly) to histidine deprivation (Binda *et al*, 2009).

## Discussion

Metabolites are top signal candidates to drive rapid cellular adaptations to environmental change because they are amongst the first responding cellular constituents. However, their transient and weak interactions with proteins, potentially leading to immediate allosteric regulation, are notoriously difficult to assess (Gerosa & Sauer, 2011; Link *et al*, 2013). Hence, the field is replete with speculation on the actual signals that govern kinase activity, and TORC1 is no exception (Loewith & Hall, 2011). Here, we developed a generic experimental/computational framework to infer causal relationships within intertwined regulatory networks that combines a probabilistic, model-based method with dynamic metabolite and transcript data. The key novelty of the approach is to correlate the experimentally observed dynamics via prototype models that integrate prior network information systematically. This enables predictions of metabolites that best explain the dynamics of the global transcriptional responses by acting (directly or indirectly) upstream, downstream, or in parallel to a signaling pathway of interest.

Beyond confirming the hypothesized TORC1 signal glutamine (Crespo *et al*, 2002; Gaubitz & Loewith, 2012; Stracka *et al*, 2014), we identified other, putative endogenous inputs into the upstream network of TORC1 signaling. Given our prediction that AICAR acts upstream and IMP, the next intermediate in purine synthesis, acts downstream of TORC1, it is tempting to speculate that TORC1 (or an upstream effector) senses AICAR to regulate the activity of the reaction from AICAR to IMP that is catalyzed by the phosphoproteins Ade17 (Holt *et al*, 2009) or its paralog Ade16 (Soufi *et al*, 2009). By predicting tryptophan to regulate its own synthesis in a TORC1-independent manner, we capture also one of the few known direct interactions of metabolites with yeast transcription factors (Iraqui *et al*, 1999). Downstream of TORC1, we found metabolic imprints of several TORC1-dependent post-translational modifications, including the previously hypothesized T6P-synthase/phosphatase (Soulard *et al*, 2010), whose increased activity accumulates the stress protectant trehalose, the tetrameric Amd1 in purine metabolism (Soulard *et al*, 2010; Loewith, 2011), whose activation is important for efficient adaptation of nucleotide pools during changing conditions (Walther *et al*, 2010), and the novel TORC1-dependent regulation of threonine biosynthesis at Hom3 and/or Hom2. Through a combination of the here reported metabolomics data with phosphoproteomics data, TORC1-dependent activation of T6P-synthase and Amd1 as well as inhibition of Hom3 were independently confirmed (Oliveira *et al*, 2015).

In contrast to earlier approaches, our co-design of perturbation experiments and a probabilistic analysis framework integrates heterogeneous dynamic data and exploits existing network knowledge (e.g. TORC1 controlled genes), prototypic interaction classes (network motifs), and approximations of biological control mechanisms (dynamic dependence). We expect that our approach for model-based data integration will extend to other (nutrient) signaling networks because, while the formalization of the prior knowledge is application specific, the approach itself is generic: target sets, network motifs, and temporal relations of events and variables could be formulated analogously for other applications. Note, however, that the approach may not be applicable to existing datasets in retrospect: a co-design of experiments is critical, for example, because equivalent perturbations of signaling via natural inputs and drugs (here: amino acids and rapamycin, respectively) are needed for the inference approach. Another possible limitation concerns the availability of prior knowledge on, for example, transcriptional regulation. Here, we employed only experimentally documented interactions between TORC1-controlled transcription factors and target genes, but already general sampling biases in the well-characterized yeast transcriptional network could lead to biased inference results. However, our robustness analysis indicates that such confounding factors have less severe effects on prediction accuracy than limited biological knowledge. In addition, the approach requires a careful definition of the “prototypic” motifs (see also Supplementary Text S1), but this cannot guarantee that all possible causal interactions will be identified (e.g. “hybrid” motifs in which a metabolite has multiple roles in the network may be missed).

Future extensions of the computational method to counteract these limitations could incorporate mechanistic details, prior information such as transcriptional or metabolic network structures, and quantitative features of transcriptional control (using, correspondingly, more detailed models) to improve resolution and confidence of inferred causal relationships. For example, the structure of a metabolic network could provide constraints because any change in a metabolite concentration should be preceded by changes in educt concentration(s) in the corresponding reaction(s). In terms of experimental data, constant protein abundances allowed us to focus on metabolite and transcript dynamics. With more detailed dynamic measurements, such as (phospho-)proteomics data, it should become possible to unravel regulatory interactions across multiple network types and timescales, addressing one of the most prominent current challenges for data integration in complex cellular networks. Provided that the topology of transcriptional or phosphorylation regulation networks, or substantial parts thereof, is known, the presented approach is also applicable to regulation in healthy and diseased higher cells.

## Materials and Methods

### Strain and growth conditions

Throughout we used the prototrophic *S. cerevisiae* strain YSBN6 (Canelas *et al*, 2010). Precultures were prepared in 500-ml shake flasks with 50 ml yeast minimal medium, grown for 24 h at 30°C and 300 rpm. Bioreactor batch cultures of 2.5 l medium in a 3.1-l KLF glass vessel (Bioengineering AG, Wald, Switzerland) were inoculated to a starting optical density at 600 nm (OD_600_) of 0.03–0.08, and grown at 30°C, pH 5, impeller speed of 1,000 rpm, and sparging with 3 l air per min. Growth was monitored by OD_600_ measurements and the concentration of CO_2_ in the reactor exhaust gas stream. The yeast minimal medium (YMM) contained (per liter): 20 g d-glucose, 5 g K_2_SO_4_, 3 g KH_2_PO_4_, 0.5 g MgSO_4_·7H_2_O, 15 mg EDTA, 4.5 mg ZnSO_4_·7H_2_O, 0.3 mg CoCl_2_·6H_2_O, 1.0 mg MnCl_2_·4H_2_O, 0.3 mg CuSO_4_·5H_2_O, 4.5 mg CaCl_2_·2H_2_O, 3.0 mg FeSO_4_·7H_2_O, 0.4 mg NaMoO_4_·2H_2_O, 1.0 mg H_3_BO_3_, 0.1 mg KI, 0.05 mg biotin, 1.0 mg Ca-pantothenate, 1.0 mg nicotinic acid, 25 mg inositol, 1.0 mg pyridoxine, 0.2 mg p-aminobenzoic acid, 1.0 mg thiamin, and 10 mM potassium hydrogen phthalate buffer (pH 5). Nitrogen source supplementation was as followed (final concentrations): “preculture-YMM” with 1 g/l of either l-glutamine or l-proline (for cultures initially growing in glutamine or proline, respectively); “downshift-YMM” with 500 mg/l of l-glutamine and 250 mg/l of l-proline; “rapamycin-YMM” with 1 g/l of l-glutamine; and “proline-YMM” with 200 mg/l of l-proline. All experiments were performed in three independent biological replicates.

### Dynamic perturbations and sampling times

#### Proline to glutamine upshift

The initial culture was inoculated in “proline-YMM”. At OD_600_ = 1.07 ± 0.24 (*N *=* *3, SD), still in exponential growth, glutamine was instantaneously added into the bioreactor to a final concentration of 400 mg/l. The time of glutamine addition is referred to as the “time of shift”.

#### Glutamine to proline downshift

The initial culture was inoculated in “downshift-YMM”, containing both glutamine and proline as nitrogen sources. At appropriate intervals, the concentration of glutamine in the broth was monitored by using at-line direct flow injection MS analysis on an Agilent LC-QTOF system, allowing readouts within < 2 min after sampling. The time at which glutamine was not detected anymore by direct flow injection MS is referred to as the “time of shift”, at an OD_600_ of 0.84 ± 0.02 (*N *=* *3, SD).

#### Rapamycin pulse

The initial culture was inoculated in “rapamycin-YMM”. At OD_600_ = 0.85 ± 0.08 (*N *=* *3, SD), still in exponential growth, rapamycin was instantaneously added into the bioreactor to a final concentration of 400 μg/l. The time of rapamycin addition is referred to as the “time of shift”.

#### Sampling times and sampling setup

Throughout the cultivation, we monitored OD_600_ and extracellular concentrations of glucose, glutamine, proline, ethanol, glycerol, acetate, and pyruvate (Supplementary Table S2). Immediately before and for 120 min after the shift, samples for determination of mRNA levels, protein abundances, intracellular metabolites, cell physiology, cell size and DNA content were taken as shown in Fig1B. Steady-state samples taken a few minutes before the shift are also referred to as sample time 0 min (*t*_0_), since concentrations at this time scale can be assumed as constant. The high sampling frequency following the shift was enabled by independent sampling ports, installed at the bottom of the reactor, specific for each measurement type. Sampling for intracellular metabolomics was performed by an automated sampling device with a vacuum pump to maintain a rapid and reliable sampling frequency.

### Determination of biomass and extracellular metabolite concentrations

Biomass concentration was determined as OD_600_ in a spectrophotometer. The correspondence to dry cell weight (DCW) for the YSBN6 strain growing in minimal media was initially determined to be 0.463 gDCW/l/OD_600_. Extracellular concentrations of glucose, ethanol, acetate, glycerol, succinate, and pyruvate were determined with an HPLC system (Agilent HP1100), equipped with a polymer column (Aminex HPX-87H from Bio-Rad) (Buescher *et al*, 2012). Extracellular concentrations of glutamine and proline were determined by GC-MS. Sample derivatization and GC-MS operation were adapted from Zamboni *et al* (2009) with norvaline and glutarate as internal standards. In all cases, quantification was achieved with pure chemicals obtained from Sigma as external standards.

### Determination of intracellular metabolite levels

#### Quenching and extraction

Culture broth was quickly quenched into a tube containing (1:4 v/v) 60% (v/v) methanol buffered with 10 mM ammonium acetate (pH 7.5), precooled at −40°C, and pelleted by centrifugation. Intracellular metabolites were extracted from the pellet with 1 ml 75% (v/v) ethanol buffered with 10 mM ammonium acetate pH 7.5, at 80°C for 3 min. Samples for LC-MS/MS were supplemented with 50 μl ^13^C-labeled internal standard before extraction. After centrifugation for 5 min at 3,500 *g* at −9°C, the extracts (supernatant) were dried completely in a vacuum centrifuge (Christ-RVC 2–33 CD plus, Kuehner AG, Birsfelden, Switzerland). The extracts were resuspended in water before analysis.

#### LC-MS/MS (targeted metabolomics)

Liquid chromatography coupled with mass spectrometry was adopted from Buescher *et al* (2010), including the selected reaction monitoring (SRM) transitions used (Supplementary Table S7). Specifically, liquid chromatography separation was achieved by an ion pairing-reverse phase method implemented on a Waters Acquity UPLC (Waters Corporation, Milford, MA, USA) using a Waters Acquity T3 end-capped reverse phase column with dimensions 150 × 2.1 mm × 1.8 μm (Waters Corporation). The metabolites were ionized with a heated electrospray ionization source and detected with a Thermo TSQ Quantum Ultra QQQ mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA) using a heated electrospray ionization source. The MS was operated in negative mode with SRM. Data acquisition and peak integration were performed with the Xcalibur software version 2.07 SP1 (Thermo Fisher Scientific) and in-house integration software. Peak areas were normalized to fully ^13^C-labeled internal standards and absolute quantification of metabolites was achieved with linear calibration curves of standards. Finally, concentrations were normalized to the amount of biomass.

#### FIA-QTOF-MS (untargeted metabolomics)

Sample extracts were analyzed by flow injection into a time-of-flight MS (6,550 Series QTOF, Agilent Technologies) operated in the negative ionization mode. High-precision mass spectra were recorded from 50 to 1,000 *m/z* and analyzed as described previously (Fuhrer *et al*, 2011). Each sample was injected and measured twice. Ions were annotated to yeast metabolites based on accurate mass with tolerance of 0.001 Da. Only high confidence annotations were used, for a total of 186 unique *m/z* ions annotated to 256 yeast metabolites (Supplementary Table S7). Relative intensities were normalized to the amount of biomass. The overall performance of the untargeted method was compared against the LC-MS/MS measurements for the common metabolites measured in both platforms (Supplementary Fig S6), and generally the Spearman correlation coefficient was high for those metabolites changing by two-fold or more.

### Determination of mRNA levels

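In the N-downshift, glycolysis genes differed least between the 3 cultures, with a median CV of 1.16% over 20 genes, followed by histone genes (1.82% over 9), tRNA synthetase genes (1.88% over 19) and Gcn4-controlled amino acid biosynthesis genes (2% over 46). Ribosomal protein genes had a median CV of 3.38% over 128. The widest spread was that of ribosome biogenesis genes (8.45% over 113), genes of allantoin and urea degradation (7.99% over 7) and Msn2- and Msn4-controlled stress genes (7.78% over 30). Each CV is the SD over the mean of the linear intensities of the 3 cultures at a time, averaged over −10, 7 and 24 min. Over all 5498 transcripts, the median CV was 2.99% at −10 min, 3.97% at 7 min and 3.59% at 24 min. Averaged over these times, it was 3.77%, with a 90th percentile of 8.25%. The share of transcripts with a CV over 20% was 1.1%, 1.4% and 0.8% at these times. Dim probe sets varied more, with a median of 6.56% in the dimmest quartile of transcripts and 2.56% in the brightest. Without replicate 2 the median CV was 2.48%, and without replicate 3 it was 3.82%. The correlation of log2 values between cultures at the same time, across transcripts, was 0.996 to 0.9991.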

To cover the entire dynamics for transcriptome analysis, 14 or 15 samples were processed per nutritional shift from one representative bioreactor experiment (Supplementary Table S5), and samples from time points −10, 7, and 24 min in the triplicate experiments allowed to statistically assess biological variability, yielding a total of 43 array images. Culture broth was quickly quenched into a tube containing (1:1 v/v) methanol precooled at −40°C, and pelleted by centrifugation. Pellets were washed once with 10 ml ice-cold water. Total RNA extraction was done using the RNeasy kit (Quiagen), including on column DNase treatment for 20 min. The manufacturer's instructions were followed except that we used lysing matrix C for yeast RNA extraction from MP Biomedicals (Santa Ana, CA, USA). Quality of the isolated RNA was determined with a NanoDrop ND 1000 (NanoDrop Technologies, Delaware, USA) and a Bioanalyzer 2100 (Agilent, Waldbronn, Germany). Only samples with a 260/280 nm value between 1.8–2.1 and a 28S/18S value within 1.5–2 were further processed. Total RNA samples (50 ng) were reverse-transcribed into double-stranded cDNA and then *in vitro* transcribed in the presence of biotin-labeled nucleotides using GeneChip® 3′ IVT Express Kit (Affymetrix Inc., P/N 901229). The quality and quantity of the biotinylated cRNA were determined using NanoDrop ND 1000 and Bioanalyzer 2100.

Biotin-labeled cRNA samples (15 μg) were fragmented randomly to 35–200 bp at 94°C in fragmentation buffer (Affymetrix Inc., P/N 900371) and were mixed in 300 μl of hybridization mix (Affymetrix Inc., P/N 900720) containing hybridization controls and control oligonucleotide B2 (Affymetrix Inc., P/N 900454). Samples were hybridized to GeneChip® Yeast 2.0 arrays for 16 h at 45°C. Arrays were then washed using an Affymetrix Fluidics Station 450 FS450_0001 protocol. An Affymetrix GeneChip Scanner 3000 was used to measure the fluorescent intensity emitted by the labeled target. The raw CEL files were normalized using R/Bioconductor, Affy package (background correction: RMA; only perfect-match probes; probe intensity normalization: QSPLINE; expression index calculation: Li and Wong method). The resulting dataset with one intensity per ORF per time point per experiment was the final working dataset. For clustering and PCA analysis, all 25 CEL files comprising the three complete time series (eight in N-upshift, eight in rapamycin and nine in N-downshift) were normalized together, allowing the relative comparison of transcripts across all experiments. For statistical dependency analysis, all CEL files from each specific shift, including the replicates, were normalized together (14 in N-upshift, 14 in rapamycin and 15 in N-downshift), allowing adequate statistical treatment for each shift. Raw data are deposited in NCBI GEO under the accession number GSE54852.

### Determination of protein levels

Protein samples were taken by addition of trichloroacetic acid directly to the yeast culture, followed by cell lysis using glass beads beating in condition of 8 M urea. As internal standard, a ^15^N stable-isotope labeled protein reference yeast extract was spiked into all samples. After reduction, alkylation and trypsin digestion peptide mixtures were purified using C18 cartridges, and all protein samples were assayed in biological triplicates.

SRM measurements were performed on a TSQ Vantage QQQ mass spectrometer (Thermo Fischer Scientific) equipped with a nano-electrospray ion source and a nano-LC system (Eksigent). For all targeted proteins, proteotypic peptides and optimal transitions for identification and quantification were selected based on two high-quality SRM assay repositories of *S. cerevisiae*: (i) A proteome-wide mass-spectrometric map generated from synthetic reference peptides (Picotti *et al*, 2013) (accessible at www.srmatlas.org/yeast/) and (ii) a yeast ion-trap consensus spectral library from the National Institute of Standards and Technology (NIST) (built 2009, accessible at http://peptide.nist.gov). Relative protein quantification was carried out based on the ratio between summed transition areas for light (endogenous) and heavy (^15^N reference) peptide form. For proteins quantified with several peptides the average peptide ratio was used to compute the protein ratio. The quantitative SRM dataset has been deposited to the public repository “Panorama” and is accessible via the link https://daily.panoramaweb.org/labkey/project/Aebersold/ludwig/BigY_SRMdata/begin.view.

### Analysis of transcriptome and metabolome data

#### Principal component analysis (PCA)

PCA was performed with the R-package pcaMethods (method ppca) on the entire transcript set (5,716 transcripts), metabolic gene set [909 transcripts encoding for metabolic enzymes described previously (Herrgard *et al*, 2008)] and LC-MS/MS metabolome set (42 metabolites). Transcript and metabolite intensities were mean-centered by subtracting the average intensity of each transcript/metabolite over the entire samples and scaled to unit variance by dividing by the standard deviation.

#### Onset times

Onset times, defined as the time for a transcript to reach half of its maximum intensity change, were determined by fitting a six-parameter impulse model (Chechik & Koller, 2009) to the dynamic transcript profiles. The impulse model fit was implemented in Matlab, and the parameters h0, h1, h2, t1, t2, and beta that best fit the data were identified based on an optimization problem formulated as minimization of unconstrained variables. By interpolation of the dynamic transcript response given by the impulse response, we calculated the onset time *t*_1/2_.

#### Clustering

Clustering was applied to the dataset containing all measured transcripts over the complete time-course datasets for the three shifts (matrix size: 5,716 transcripts × 25 samples). Model selection and statistical validation was performed with the principle of Approximation Set Coding to determine the most predictive clustering and the number of clusters (Chehreghani *et al*, 2012), which determines the best tradeoff between informativeness and stability of the clustering solutions. Here, it has been employed to compare two relational cost models: pairwise clustering (Hofmann & Buhmann, 1997) and correlation clustering (Bansal *et al*, 2004) with Pearson correlation similarity. Pairwise clustering yielded a higher approximation capacity than correlation clustering, that is a larger number of bits-per-sample which are reliably extracted from the data. For each cluster, a representative time trajectory was estimated by the average value of the members of the cluster at each time point.

### Probabilistic assignment to network motifs

#### Interpolation of metabolite and transcript data

Depending on how we computed the “dynamic dependence” (see below), we either used interpolated trajectories of the average (across three biological replicates) response of each metabolite in every shift, or we interpolated each biological replicate independently for every shift. In both cases, we used two interpolation techniques: (i) linear interpolation, and (ii) cubic smoothing spline interpolation. We interpolated the experimental time points between 0 and 10 min of the metabolic response. To estimate the rate of change of each transcript in time (that is, its time derivative), we interpolated each transcriptional time course (experimental time points between 0 and 24 min of the transcriptional response, evaluated in equally spaced intervals of 1 min) with cubic smoothing splines and differentiated the resulting polynomials. All the interpolated curves were sampled every minute to establish sampled datasets.

#### Computation of “dynamic dependence”

To compute the dynamic dependence between every metabolite–transcript pair for each experiment, we employed the sampled version of distance correlation (Székely *et al*, 2007). The computation of a distance correlation between a set of pairwise samples (within a 10-min interval) of a metabolite–transcript pair resulted in a dynamic correlation value of that pair for that particular time interval. Since the experimental measurements are noisy, we also added Gaussian noise to the pairwise samples (with coefficient of variation equal to 0.1. 0.2, 0.3, and 0.4). Causality was introduced by computing the dynamic correlation between each metabolic trajectory and the derivative of each transcriptional response, and by making use of ten “delayed” versions of the transcriptional response for the computation of the distance correlation (a 10-min window of the initial transcript–trajectory was used in every case, which was moved by 1 min until the 20^th^ min of the transcriptional response). Hence, for each pair of metabolite–transcript, we computed 11 values (each assigned to one transcriptional “delay” value) of dynamic dependence for each experimental case. To achieve robust results, we used three definitions of pairwise correlations: (i) average trajectories: average metabolite samples (over biological replicates) and transcript samples in time define two one-dimensional feature vectors; (ii) individual trajectories, variant 1: the one-dimensional vector of metabolite responses is constructed from all biological replicates; and (iii) individual trajectories, variant 2: the metabolite and transcript vectors are both three-dimensional (for the replicates). With these three variants, two versions of the interpolated metabolite data, and four different levels of variance for the Gaussian noise, we computed the dynamic dependence for each metabolite–transcript pair by 24 different methods. Finally, we selected the 10% of the transcripts with the highest maximum distance correlation value (across all the transcriptional delays) to define a set of genes associated with a metabolite (significant set of genes of a metabolite; SSG of a metabolite). The “dynamic dependence” feature value of a metabolite used for network assignment was defined as the mean value of the distance correlation values of the SSG of this metabolite.

#### Computation of “representation of TOR genes”

For each metabolite, the feature of “representation of TOR genes” is defined as the normalized fraction of genes in SSG that are known to be directly associated with at least one of the transcription factors Gcn4, Rtg1, Rtg3, Gln3, Sfp1, Fhl1, Ifh1, Msn2, Msn4, Gis1, and Sko1 that are known direct targets of TORC1. The direct association was inferred from the YEASTRACT database (Teixeira *et al*, 2006) using the direct and documented interactions (downloaded on 10 Nov 2011).

#### Bayesian inference framework

Given the computed values for the features of “dynamic dependence” and of “representation of TOR genes” for each experimental condition, we employed Bayes factors (Kass & Raftery, 1995) to perform the probabilistic assignment of each metabolite to the four network motifs. The Bayes factor *B*_*ij*_ is defined as the fraction of the posterior probability of the motif *M*_*i*_ given the data D with the posterior probability of the motif *M*_*j*_ given the data:

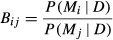
The posterior probability of each motif *M* given the data can be computed via Bayes’ rule as:

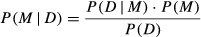
where *P*(*D|M*) is a likelihood that represents the probability that the data are produced under the assumption of the motif *M*, *P*(*M*) is the prior value of the motif *M* (representing the initial degree of belief in the motif), and *P*(*D*) is the evidence of the data. We assumed uniform priors for each metabolite-network assignment such that the Bayes factor *B*_*ij*_ is given by:

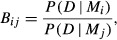
namely the fraction of the likelihoods of the two motifs. The likelihood of assigning a metabolite to a network motif was computed based on the corresponding “motif prototype” values (see Fig4B) and the values of the metabolite-related features compared to the feature distribution of a random set of metabolites (of an initial constant value plus Gaussian noise of same coefficient of variation as in the experimental dataset). Specifically, the likelihood value was defined as the product of the distances of the features’ values on the empirical cumulative density function (eCDF) of the random metabolite set from the “motif prototype” values. When a “motif prototype” value is “R”, then the eCDF distance (of a feature with value **x**) from the median of the random set distribution is computed only when eCDF(**x**) > 0.5. If eCDF(**x**) < 0.5, then the eCDF distance equals zero. Note that we employed two ways to compute the likelihood of assigning a metabolite to a network motif *M*: (i) by accounting for the likelihood in all three conditions, and (ii) by accounting for the likelihood values of the rapamycin downshift and of the nutrient shift with the highest likelihood value. Finally, by computing the values of:

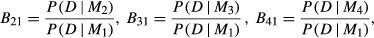
and accounting for the fact that the sum of all four posterior probabilities has to equal one, we can easily compute posterior probabilities of the assignments of each metabolite to the four network motifs.

#### Frequency of assignment to network motifs

Altogether, we performed 48 different probabilistic assignments of each metabolite to the four network motifs (24 variants for computing the dynamic dependence and two variants of determining probabilities of network assignments). For a metabolite, the frequency of assignment to a network motif is defined as the fraction of the methods that support the metabolite-network assignment with more than 50% probability. Note here that although the probabilities of the network assignments always sum up to one, this does not apply to the frequencies of assignments. When, for a metabolite, the assignment probabilities (computed with a particular method) are identical for the four network motifs (i.e. 25%), then this method will increase the frequency of “no network motif”.

#### Robustness of assignments to network motifs

The only prior knowledge we use for the analysis is the set of transcription factors (TFs) that, according to the literature, are direct targets of TORC1 (11 TORC1-TFs). This set of TFs influences directly the values of the feature “representation of TOR genes”, which in turn affects the motif frequency value (fraction of computational methods assigning a metabolite to a specific motif), and hence the final assignment of a metabolite to a network motif via the dominant motif frequency. We performed two types of perturbations to the TORC1-TFs set: (i) We removed all possible combinations of one (−1), two (−2), or three (−3) TFs and recomputed the assignments of the metabolites to network motifs for all possible TF subsets (11, 55, and 155 sets, respectively). (ii) We added one (+1), two (+2), or three (+3) TFs to the TORC1-TFs set by random selection from the yeast TFs not known to be targets of TORC1, with *N = *100 samples each. We call “assignment robustness” the fraction of perturbation sets in which a metabolite is assigned to the same network motif as in the unperturbed case. Supplementary Table S9 contains the “assignment robustness” and the standard deviation of the dominant frequency for every metabolite and for all perturbations cases.

### Data availability

The raw gene expression data comprising all three shift experiments are deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE54852 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE54852). Each individual shift experiment can alternatively be retrieved under accession numbers GSE54844 (N-upshift), GSE54850 (N-downshift), and GSE54851 (rapamycin-induced downshift). The protein quantitative SRM dataset is deposited in the public repository Panorama and accessible via the link https://daily.panoramaweb.org/labkey/project/Aebersold/ludwig/BigY_SRMdata/begin.view. All data were processed as described in Materials and Methods. The Matlab code for the network inference method is provided as Supplementary File S1.

## Supporting Information

Supplementary Text S1

Supplementary File S1. Code and documentation for the network inference algorithm (Matlab)

Review Process File

# Supplementary material for: Inferring causal metabolic signals that regulate the dynamic TORC1-dependent transcriptome
**Source:** Mol Syst Biol. 2015 Apr 17;11(4):802. doi: 10.15252/msb.20145475
**Supplement:** Supplementary file 4

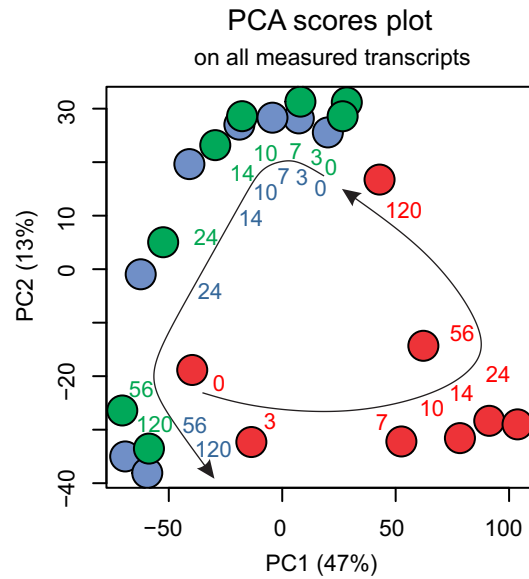

Supplementary Figure 4. PCA on all measured transcripts. Scores plot of the first two principal components (PC1, 2) applied to all genes from all time-point samples across the three shift experiments (red: N-upshift; blue: N-downshift; green: rapamycin-induced downshift). In parenthesis is the variance captured by the principal component.

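The N-downshift arrays taken alone moved along PC1 with time, over 5498 transcripts scaled to unit variance. The 3 cultures had PC1 scores of −63.7, −62.9 and −64.7 at −10 min, −24.9, −43.9 and −29.9 at 7 min and 69.9, 61.7 and 67.5 at 24 min. On PC1, replicate 2 thus lay closest to the steady state at 7 min. The single arrays of replicate 1 had scores of −57.9 at −5 min, −44 at 3 min, −0.7 at 10 min, 34.9 at 14 min, 85.6 at 56 min and 73 at 120 min. PC1 captured 62.4% of the variance, PC2 17% and PC3 6.4%. PC2 parted the 24 min arrays, at 21, 36.5 and 26.2, from those at 56 min (−53.7) and 120 min (−66.5). The root mean square log2 distance between cultures at the same time was 0.124 on average and 0.169 at most. From the −10 min arrays, the distance was 0.137 at −5 min, 0.195 at 3 min, 0.305 at 7 min, 0.56 at 10 min, 0.809 at 14 min, 1.033 at 24 min, 0.999 at 56 min and 0.938 at 120 min. The last pair of samples, at 56 and 120 min, lay 0.222 apart. All distances from 3 min on exceeded the largest between cultures, with no test for the times with 1 array.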

# Supplementary material for: Inferring causal metabolic signals that regulate the dynamic TORC1-dependent transcriptome
**Source:** Mol Syst Biol. 2015 Apr 17;11(4):802. doi: 10.15252/msb.20145475
**Supplement:** Supplementary file 7

**Supplementary Table 1. Experiments nomenclature and times of the shifts relative to the entire fermentation time.** The name of each shift experiment is given in the first column, including in the parenthesis possible alias used throughout the work. Each of the three shift experiments was performed in three independent biological replicate experiments, each labeled with a unique identifier BY00x (original labeling). The time and OD600 at the time of shift for each experiment are indicated in the third and forth column, as well as the precise time of the steady-state sample in the fifth and sixth column. The time of the shift relative to the total fermentation time is henceforth called “time of the shift, t0”.

| **Name of shift experiment** (abbreviations used) | **Experiment label** | **Time of the shift relative to total fermentation time [hours]** | **Biomass con-centration at the time of the shift [OD600]** | **Time of the steady-state sample**  **“-10 minutes” relative to the total fermentation time [hours]** | **Actual number of minutes before the shift of the steady-state sample  “-10 minutes” [minutes]** |
| --- | --- | --- | --- | --- | --- |
| **Proline to Glutamine** (N-upshift; Pro->Gln; P2G) | BY003 | 14.75 | 1.02 | 14.58 | -10 |
| BY008 | 16.5 | 0.85 | 16.17 | -10 |
| BY012 | 15.16 | 1.33 | 14.99 | -10 |
| **Glutamine to Proline**  (N-downshift; Gln->Pro; G2P) | BY009 | 13 | 0.82 | 12.67 | -20 |
| BY010 | 11.41 | 0.85a | 11.16 | -15 |
| BY013 | 13.1 | 0.86a | 12.83 | -16.2 |
| **Rapamycin-induced downshift** (Rapamycin; Gln->Rap; G2R) | BY005 | 12.08 | 0.76 | 11.91 | -10 |
| BY006 | 13.83 | 0.87 | 13.66 | -10 |
| BY007 | 12.75 | 0.92 | 12.58 | -10 |

aExtrapolated value of OD600 based on the annotated time of the shift and on the OD600 measurements during exponential growth, from which an exponential curve fit was obtained.

How the deposited data were processed for this re-analysis (not part of the article)

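Transcript abundances were measured in the N-downshift of S. cerevisiae YSBN6 on 15 Affymetrix Yeast Genome 2.0 arrays, 3 at each of −10, 7 and 24 min (1 per bioreactor culture) and 1 at each of −5, 3, 10, 14, 56 and 120 min (replicate 1). The upshift, the rapamycin-induced downshift and the metabolite and protein measurements were not analysed here. The deposited values are 1 linear intensity per probe set and array. According to the Materials and Methods, the authors made these intensities with RMA background correction, perfect-match probes only, QSPLINE normalization over the 15 arrays of this shift and Li-Wong summarization. The submitters' processing notes name R 2.10.0, affy and RMA. The values are thus already normalized, and no background or raw probe intensities were used here. Highest and lowest intensities were 31675 and 8.92. The array's annotation pairs probe sets with genes, and probe sets with a single S. cerevisiae gene were used (5498 probe sets for 5449 genes). A gene with further probe sets keeps all in the tests of single transcripts, and its brightest one stands for it in the lists and pathways. Of the 5498, 103 carry a suffix for probes shared within a gene family and 25 one for probes that can bind unrelated sequences, and HXT7 is named with that limit. Coordinates were not used here.

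All intensities were converted to log2 without a pseudocount and fitted with limma 3.58.1 in R 4.3.3 as 1 mean per sampled time (lmFit, then eBayes with a trend of the spread over intensity, 6 residual degrees of freedom). P-values were adjusted by Benjamini-Hochberg over 5498 probe sets within each comparison, and 0.05 was the threshold. The comparisons were 7 and 24 min against −10 min, 24 against 7 min, each time with 1 array against −10 min, and 120 against 24 min. A comparison of 56 against 24 min was added after other values had been seen. At times with 1 array the test assumes the spread of the times with 3 cultures. The gene lists, 40 in number, were written from textbook knowledge and the paper's tables before the data were examined, as were the tests, the alternatives and the rule for named genes. Lists were tested with camera (inter-gene correlation 0.01, and again with the correlation estimated from the data), adjusted over the 40 lists within a comparison. At 7 min 21 lists passed, 15 with higher and 6 with lower transcripts, and at 24 min 27 did, 18 higher and 9 lower. No list passed with an estimated correlation, where the lowest unadjusted p was 0.0414 at 7 min and 0.017 at 24 min. List tests at −5, 3, 10, 14, 56 and 120 min, and of 56 and 120 min against 24 min, were added after the values at 7 and 24 min had been seen. Pathways of the Saccharomyces Genome Database with at least 5 measured members (55) were tested in the same way.

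Genes named in the text follow this rule. At 7 and at 24 min against −10 min, these are the 12 largest rises and the 12 largest falls among transcripts that passed, moved in the same direction in all 3 cultures and were brighter in the higher group than the 95th percentile of the probe sets for the other organism, which 2117 and 4408 transcripts met. At 120 against 24 min, they are the 6 largest in each direction. To these were added all genes named in the paper's text and Supplementary Table S8, whose values in the paper's tables had thus been seen, and up to 4 members per list with the largest changes past the threshold. The rule takes 282 genes. Single genes outside it are said to have been chosen after their values were seen. Where a named gene lay at or below that percentile, an intensity of 68.1, in any array of a group, its change is given as at least a fold, with each such array raised to that level before the means of log2 values were taken, a step added after the values had been seen.

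The count of transcripts changed by more than 2-fold takes, in replicate 1, the largest ratio of any sample from 3 to 120 min to the −10 min sample. Onset times are the times at which an impulse model with 6 parameters, fitted with minpack.lm 1.2.4 to the 8 points from −10 min (taken as time 0) to 120 min without the −5 min sample, from 8 starts and with slope parameters between 0.02 and 3, reached its middle value between the start and the largest change. They were read on a grid of 0.25 min, and maxima of their density were sought between 0 and 60 min with a bandwidth of 2 min. Principal components were taken over log2 values of 5498 transcripts scaled to unit variance, and CVs over linear intensities.

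Each replicate number marks samples of 1 bioreactor culture, as the paper states, so the numbers pair the samples. Deviations from the mean at a time correlated by −0.271 to 0.189 between samples of the same culture, and duplicateCorrelation (statmod 1.5.0) gave a consensus of −0.0064. A fit with the culture as a block was run beside every test. The other alternatives were the culture as a random block, quantile normalization, median centring, 50 units added before log2, a filter on dim probe sets, eBayes without a trend, the 6 arrays of a comparison alone, leaving out each replicate, and for onset times another profile, bandwidth, reference sample, scale or set of genes. Random seeds were fixed.

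The methods were tested on simulated data. For 24 against −10 min, 200 of 5498 genes were given known changes, 50 at each size. At a log2 change of 0.25, 35 of 50 were called, at 0.5, 45 of 50, and at 1 and 2, 50 of 50, beside 10 unchanged genes. With no gene changed, 0 were called. A list of 50 members moved by 0.3 was called, and 0 of 39 unmoved lists were. The noise was drawn independently for each gene and the lists at random. This simulation therefore does not test camera on lists whose members are correlated. Onset times of 300 simulated profiles, which had less noise than the data, were recovered with the errors given beside the onset times.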

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

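The tests of a response under way before the nominal shift and of the share of ribosomal protein genes in the later onset maximum, the reading of simulated onsets with the impulse model, and the list tests at −5, 56 and 120 min were chosen only after the results they bear on had been seen.

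Between 7 and 24 min, 6 genes went from higher to lower than at −10 min and also differed between 7 and 24 min in limma: FMP48, the ammonium permease gene MEP1 (0.55, then −0.31), the arginine biosynthesis gene ARG3 (0.15, then −0.64), BTN2, YCT1 and RHO5, all but ARG3 outside the rule for named genes and given after their values were seen. Another 11 went from lower to higher, such as YOR338W (−0.41, then 1.07), chosen after its values were seen, and the arginase gene CAR1 (−0.27, then 0.40). Proteasome genes, which the paper does not discuss, were all higher at 24 min (33 of 33, median 0.36, adjusted p = 1.74e-06 from camera, and adjusted p = 0.402 with an estimated correlation), and at −5 min had a median of 0.054 (adjusted p = 2.15e-05 from camera, 0.000226 with the culture as a block, and adjusted p = 0.678 with an estimated correlation). Genes for tRNA synthetases, also outside the paper's discussion, were lower at 24 min (18 of 19, with 1 higher, median −0.55, adjusted p = 7.13e-07 from camera, and adjusted p = 0.402 with an estimated correlation), and at −5 min had a median of 0.0032 (adjusted p = 0.528 from camera). Ribosomal protein genes had a median log2 change of −1.40 at 56 min (replicate 1) against −0.45 at 24 min (−0.54 in replicate 1), and 123 of 128 were lower at 56 than at 24 min in limma. Genes of allantoin and urea degradation had a median of −0.40 at 56 min (replicate 1) against 1.05 at 24 min (0.97 in replicate 1), and 6 of 7 were lower at 56 than at 24 min.

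The ribosomal protein genes changed less at 24 min (median log2 change −0.45) than the ribosome biogenesis genes (−3.79), in each of the 3 cultures. Saturation of bright probe sets could compress a fall, since their median intensities at −10 min were 19048 and 3947. Of 119 other genes as bright as the ribosomal protein genes, 3.4% (4 genes) fell by more than 1 on the log2 scale at 24 min, SNU13 to −2.39, ILV5 to −1.46, GPP1 to −1.22 and BAT1 to −1.02 (3 of them named after their values were seen), so bright probe sets can report a fall, while partial compression stays open. Each list takes the brightest probe set of a gene. Where a ribosomal protein gene had a further, dimmer probe set, that one fell further at 24 min, except in RPL8A and RPS19B. Examples, chosen after their values were seen, are RPL14B (−1.20 against −0.29), RPS17B (−1.22 against −0.29) and RPS16A (−0.31 against −0.30). The size of the list's median thus depends on the probe sets taken, and the cause was not tested. A later decline of the ribosomal protein transcripts predicts a further fall after 24 min. Their median at 56 min, from replicate 1, differed by −0.95 on the log2 scale from that of the 3 cultures at 24 min (SD between cultures 0.114) and by −0.851 from that at 24 min in replicate 1 itself, and those lower by more than 1 in that culture numbered 22 at 24 min, 100 at 56 min and 98 at 120 min, which is consistent with that hypothesis, in 1 culture.

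Falling transcripts had a second maximum of onset times at 26.8 min, where no sample was taken between 24 and 56 min. To ask whether a gap in sampling could make a maximum there, sets with 1 mode were simulated. Of 20 such sets, 50% showed one between 20 and 30 min, the share set in advance as enough for this explanation. The centre and spread of the simulated onsets came from the falling transcripts themselves, with ribosomal protein genes among them. That spread includes the later onsets in question, so the share does not decide for the gap. A maximum of any height counted, so the simulation cannot tell whether the gap makes one at 0.227 of the highest. Read from a piecewise linear profile, 10% of 40 such sets did. Of 103 falling transcripts of ribosomal protein genes 68% had onsets in that interval, against 7.1% of 580 others. Leaving out the ribosomal protein genes kept 1 maximum there, at 0.087 of the highest in place of 0.227. These genes thus held much of its height in this culture. Whether the maximum that was kept is a separate mode stays open, since simulated sets with 1 mode show a maximum there too. A later fall in the measured values of ribosomal protein genes shows at the sampled times of replicate 1, without a reading inside the gap. Their median log2 change was −0.16 at 14 min, −0.54 at 24 min, −1.39 at 56 min and −1.36 at 120 min. That of ribosome biogenesis genes was −2.69 at 14 min, −3.65 at 24 min and −2.71 at 56 min. These values argue against the gap as the only reason for the later onsets of ribosomal protein genes, in 1 culture. They do not separate a later response from partial compression of the bright probe sets, which was left open above. Whether the maximum at 26.8 min marks a separate mode stays open and was not separable from the gap.

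The −5 min array leaned toward the later change. Its change from −10 min in replicate 1 correlated with the change to 24 min in the other two cultures (Pearson's r = 0.346, Spearman's rho 0.353, slope 0.044, over 5498 genes that are not independent replicates), which is consistent with a response already under way before the nominal time of the shift, and the sources give that sample's time as −5 or −2.5 min. A tilt with probe set brightness was excluded as the whole cause, since the correlation was 0.347 relative to a smooth curve over brightness. Differences between cultures at −10 min correlated by at most 0.049 with the change in the culture left over. A constant difference between cultures cancels in a change within replicate 1, so this value does not test a cause particular to that culture. The order of handling of the samples was not tested.

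For the counts at 7 against −10 min, 24 against −10 min and 24 against 7 min, 6 arrays give 10 splits of 3 against 3, too few for a share under 0.05. The real splits gave 2165, 4517 and 4225 transcripts and the highest of the other splits 0 in each, so that 1 of 10 reached the real count each time. Each other split leaves arrays of both times in a group, including those that part the pairs of all 3 cultures.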

How the results depend on the processing

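The onset times of falling transcripts alone, rising transcripts alone, the 79 further probe sets, and the block and centring for 120 against 24 min were chosen after the data had been seen. Of 6202 alternative values for 564 results of named genes, 5944 kept their direction and call, 181 lost and 75 gained the call and 2 turned direction, FHL1 at 24 min vs -10 min (0.0026) and GAT1 at 24 min vs -10 min (−0.0933), both with quantile normalization. Requiring more than a 2-fold change left 82, 943 and 612 transcripts at 7 min, at 24 min and between them, by construction fewer. Leaving out each replicate gave 1184 to 2544 transcripts at 7 min (2165 with all), of which 1183 and 1277 were shared when replicate 1 or 3 was left out. With the replicate block, the counts were 2040, 4442 and 4145 for 7 against −10, 24 against −10 and 24 against 7 min, 0 at −5 min and 1 at 3 min. At 7 min 2007 of the 2040 were among the 2165. The block changed single genes named here near the threshold (7 lost and 1 gained), and in camera it took the call from 1 of 40 lists at 24 min, 3 at −5 min, 3 at 3 min, 1 at 10 min and 1 each at 56 and 120 against 24 min, where it gave it to 1 and 2 others. Among list tests without the estimated correlation, 460 of 480 alternatives kept the call. With it the adjusted p at 7 min became 0.4048 for ATP synthase, the electron transport chain, RNA polymerases I and III, retrograde targets, ribosome biogenesis and the TCA cycle, 0.4861 for endocytosis, 0.6278 for Gcn4 targets and 0.4198 for NCR-sensitive genes, and at 24 min 0.402 for these lists and ribosomal proteins except NCR-sensitive genes (0.5532). At 7 min, Gcn4 targets had 0.3116 with median centring, 0.05305 with the filter on dim probe sets and 0.02422 to 0.1023 leaving out replicates, and ribosomal proteins 2.51e-05 (without replicate 2) to 0.9271. Retrograde targets at 24 min had 0.06376 with median centring. The maximum of onset times nearest 25 min, the highest maximum left aside, moved from 38.5 min (at 0.021 of the highest) to 31.8 (piecewise linear profile), 24.2 (all genes), 25.4 (bandwidth 1 min), 54.9 (bandwidth 4 min), 54.5 (linear ratios), 44.9 (−5 min as time 0) and 26.8 min (falling transcripts). PC1 took 71.2% over genes of the pathway table and 85.4% without scaling, against 62.4%. The median CV was 2.48% to 3.82% leaving out replicates, against 3.77%. For each of these moved values, the cause was not tested. Signal over background limits 29 transcripts that passed at 24 min with all 6 arrays at or below the background level, the 125 dim transcripts and the dimmest quartile, whose CV of 6.56% allows only larger changes to be called.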

Differences from the paper's values

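The setting with falling transcripts alone was chosen after the values had been seen, and the others were set before the data were examined. The paper's later peak of onset times in the downshifts is at 25 min. Among the 1378 transcripts changed by more than 2-fold, with a bandwidth of 2 min, the maximum nearest to that value, other than the highest, was at 38.5 min. It reached only 0.021 of the highest, so it is no clear second peak in that set. The paper states no fold filter and no bandwidth for its onset times, so the sets of transcripts compared can differ. The first and highest peak was at 9.8 min against the paper's 10 min. In each setting the highest maximum was left aside and, of the others, the one nearest the paper's value was taken. The difference was within the limits set for a match with a piecewise linear profile (31.8 min), with all genes (24.2 min, at 0.343 of the highest) and with a bandwidth of 1 min (25.4 min), and outside them with a bandwidth of 4 min (54.9 min), with linear ratios (54.5 min) and with the −5 min sample as time 0 (44.9 min). Falling transcripts alone, a setting chosen after seeing the values, had this maximum at 26.8 min and leave out the 695 rising ones.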

Other observations

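The list tests of 56 and 120 min against 24 min were chosen after other values had been seen. Stress, storage and recycling genes rose in the N-downshift. Of 30 genes controlled by Msn2 and Msn4, 26 were higher at 7 min (27, with 1 lower, adjusted over the list alone) and 29 at 24 min, with 1 lower (median 1.63, adjusted p = 3.08e-08), led by RTN2 (3.13) and by the cytosolic catalase gene CTT1 at 3.01 (SE 0.092, adjusted p = 1.77e-11 from limma). All 17 genes of trehalose and glycogen metabolism were higher at 24 min (median 1.45, adjusted p = 1.16e-06), with the glycogen phosphorylase gene GPH1 at 3.05, the debranching enzyme gene GDB1 at 2.60 and the glycogen synthase gene GSY1 at 2.07. Of 34 autophagy genes, 27 were higher and 3 lower (median 1.06, adjusted p = 0.000128). ATG8 (YBL078C), for the lipid-conjugated autophagosome protein, went from 2659 ± 90.2 to 8795 ± 233 (SD, n = 3), a change of 1.73, and ATG39, for a receptor of nuclear autophagy, rose by 2.36, while ATG41 was at −1.50. All 10 genes for vacuolar proteases and their inhibitors were higher (median 0.64, adjusted p = 0.000299), among them PRB1 (1.60) and its inhibitor gene PBI2 (1.34), as were 12 of 15 genes of the peroxisome and fatty acid oxidation (median 0.78, adjusted p = 0.00208), with the thiolase gene POT1, not above the background level in any culture at −10 min, at least 6.1-fold higher. These adjusted p come from camera, and each of the 5 lists had adjusted p = 0.402 with an estimated correlation. Counts were the same adjusted over the list alone at 24 min.

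Most genes in lists of purine synthesis and translation factors were lower. Of 16 purine synthesis genes, 15 were lower and 1 higher at 24 min (median −0.97, adjusted p = 1.16e-06), with IMD4, for an IMP dehydrogenase, at −3.07 (SE 0.048, adjusted p = 1.94e-13 from limma) and GUA1, for GMP synthetase, at −2.15. The higher one was ADE16 (0.47), whose paralog ADE17 was at −0.88. Of 32 translation factor genes, 28 were lower and 2 higher (median −0.70, adjusted p = 1.01e-08), such as TIF4631, for eIF4G (−2.07), and NIP1, for a subunit of eIF3 (−1.76). Among tRNA synthetase genes, MES1 (−1.15) had the largest fall of those named, and among proteasome genes PRE3 (0.51) the largest rise of those named. Purine synthesis and translation factor genes both had adjusted p = 0.402 with an estimated correlation in camera, and the same counts adjusted over the list alone.

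Regulators named in the paper differed in their own transcripts at 24 min. MSN4 rose by 1.83 and GIS1 by 1.23, whereas BAS1 was at −2.09, PHO4 at −1.10 and GLN3 at −0.65. Over 11 genes for TORC1-controlled transcription factors, 4 were higher and 6 lower (median −0.12, mean 0.048, adjusted p = 0.649 from camera, which leaned down), and of 19 genes for TOR-related signaling proteins 12 were higher and 6 lower (median 0.31, adjusted p = 0.266). Of 8 genes for enzymes that the paper lists as phosphoproteins, 4 were higher and 4 lower (median 0.022, mean −0.12, adjusted p = 0.686, leaning down). TSL1, for a subunit of trehalose synthase, rose by 0.80 at 7 min and 1.45 at 24 min.

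From 24 to 120 min, 2817 transcripts changed in limma (1663 higher, 1154 lower, 1 array against 3). FIT2, for a cell wall mannoprotein of iron retention, rose by 3.12 (SE 0.10, adjusted p = 9.12e-10), and the ribosome assembly genes PUF6 and NOC2 by 2.84 and 2.82. UGA4 changed by −3.00 (adjusted p = 2.85e-07) and RPL9A, for a ribosomal protein, by −2.84 (adjusted p = 6.85e-10). As lists, 107 of 113 ribosome biogenesis genes were higher at 120 than at 24 min and 1 lower (median 1.50, adjusted p = 1.06e-29 from camera), 19 of 19 RNA polymerase genes were higher (0.81, adjusted p = 8.26e-08), and 121 of 128 ribosomal protein genes were lower and 1 higher (−0.81, adjusted p = 5.49e-51), each with adjusted p = 0.598 with an estimated correlation. Of 48 NCR-sensitive genes, 21 were lower and 8 higher (adjusted p = 0.00699, and adjusted p = 0.818 with an estimated correlation).

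Lists without a shift at 24 min in camera were glycolysis (15 of 20 higher, 3 lower, median 0.085, adjusted p = 0.0662), mating (4 of 18 higher, 10 lower, −0.16, adjusted p = 0.0762), heat shock and unfolded protein (10 of 21 higher, 5 lower, 0.056, adjusted p = 0.542) and the G1/S cell cycle genes (12 of 23 higher, 6 lower, 0.13, adjusted p = 0.628). Hexose transporter genes went both ways, 5 of 12 higher (4 adjusted over the list alone, and 1 of the 5, HXT8, chosen after its values were seen, not above background in any of the 6 arrays) and 3 lower, with a median of −0.073, a mean of 0.34 and a test that leaned down (adjusted p = 0.916), from HXT5 at 3.62 to HXT1 at −1.09, with HXT7, whose probes can bind its close copies, at 1.72. With values below the background level raised to it, which bears on 3 of the 12, the median was 0. Ergosterol genes had 10 of 23 higher and 7 lower, with a median of 0.0012, a mean of 0.029 and a test that leaned down (adjusted p = 0.933). Histone genes (7 of 9 higher, 0 lower, 0.17) passed at 0.0499 but not with the culture as a block (0.0534), nor when any of the replicates was left out, and had adjusted p = 0.402 with an estimated correlation. Sporulation genes (14 of 20 higher, 1 lower, 0.47) passed at 0.0406 but neither without replicate 2 (0.0841) nor with the filter on dim probe sets (0.0586), had a median of 0.27 with values of 5 members raised to the background level, and had adjusted p = 0.455 with an estimated correlation.

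Of the 55 pathways of the Saccharomyces Genome Database, 5 passed camera at 7 min and 14 at 24 min, and none with an estimated correlation (lowest adjusted p 0.576). They include the glyoxylate cycle, with 10 of 10 genes higher (median 0.69, adjusted p = 0.00865), pyrimidine ribonucleotide synthesis, with 8 of 10 lower and 2 higher (adjusted p = 0.0214), and purine nucleotide synthesis, with 15 of 21 lower and 6 higher (median −0.43, adjusted p = 0.0143). Pyrimidine deoxyribonucleotide synthesis, with 5 of 8 higher and 2 lower, did not pass (adjusted p = 0.756). Arginine biosynthesis (6 of 8 lower, 2 higher) passed at 0.0473 and not with the culture as a block (0.0511).

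At 7 min, replicate 1 had moved furthest by the measures given next, and replicate 2 least by all of them except the median absolute change. Counts over 2-fold (156, 28 and 98 in replicates 1, 2 and 3), PC1 scores (−24.9, −43.9 and −29.9) and ribosome biogenesis medians (−0.94, −0.63 and −0.78) gave that order. Medians of other lists went either way between replicates 1 and 3. Trehalose and glycogen genes had 0.85 in replicate 1 and 0.73 in replicate 3, whereas TCA cycle genes had 0.19 and 0.21 and retrograde targets 0.34 and 0.41. The slope of each culture's change at 7 min on its own change at 24 min, across 5498 genes, was 0.3 in replicate 1, 0.195 in replicate 2 and 0.252 in replicate 3, whereas the median absolute log2 change was 0.128, 0.118 and 0.108. No test of these differences was run.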
